# Identification of Metabolic Pathways Differentially Regulated in Somatic and Zygotic Embryos of Maritime Pine

**DOI:** 10.3389/fpls.2022.877960

**Published:** 2022-05-18

**Authors:** Concepción Ávila, María Teresa Llebrés, Vanessa Castro-Rodríguez, César Lobato-Fernández, Isabelle Reymond, Luc Harvengt, Jean-François Trontin, Francisco M. Cánovas

**Keywords:** conifers, *Pinus pinaster*, pine embryogenic lines, zygotic embryogenesis, somatic embryogenesis, transcriptome, gene regulatory networks, transcription factor

## Abstract

Embryogenesis is a complex phase of conifer development involving hundreds of genes, and a proper understanding of this process is critical not only to produce embryos with different applied purposes but also for comparative studies with angiosperms. A global view of transcriptome dynamics during pine somatic and zygotic embryogenesis is currently missing. Here, we present a genome-wide transcriptome analysis of somatic and zygotic embryos at three developmental stages to identify conserved biological processes and gene functions during late embryogenesis. Most of the differences became more significant as the developmental process progressed from early to cotyledonary stages, and a higher number of genes were differentially expressed in somatic than in zygotic embryos. Metabolic pathways substantially affected included those involved in amino acid biosynthesis and utilization, and this difference was already observable at early developmental stages. Overall, this effect was found to be independent of the line (genotype) used to produce the somatic embryos. Additionally, transcription factors differentially expressed in somatic versus zygotic embryos were analyzed. Some potential hub regulatory genes were identified that can provide clues as to what transcription factors are controlling the process and to how the observed differences between somatic and zygotic embryogenesis in conifers could be regulated.

## Introduction

Maritime pine (*Pinus pinaster* Ait.) is one of the most important forest species in southern Europe (ca. 4 million ha), particularly in the Mediterranean basin. Its significance is not only ecological but also economical, since it is a major source of wood and other forest-derived products. *P. pinaster* is widely distributed from coastal to continental areas, showing a high degree of variability and adaptability to a wide range of environmental conditions. For this reason, maritime pine is of high interest to develop efficient reproduction methods for plantation forestry purposes either through seeds or using vegetative propagation technologies to multiply true-to-type selected varieties with desirable characteristics. The control of maritime pine reproduction has also become a central issue in the context of climate change, which has led to seed shortages in this species in recent years (Boivin and Davi, 2016). Conifer somatic embryogenesis (SE) in combination with cryopreservation stands out as a powerful technology for the mass vegetative propagation of elite varieties (genotypes) with better adaptability to adverse conditions. The SE of conifers was first described in Norway spruce (Chalupa, 1985; Hackman et al., 1985) and *Larix decidua* (Nagmani and Bonga, 1985) and since then, protocols have been established for many species (Klimaszewska et al., 2016). The first report on maritime pine was published in the late 1980s (Hughes-Jarlet, 1989), and since then, the process has been extensively refined (Lelu-Walter et al., 2016; Trontin et al., 2016a). In most conifers including maritime pine, SE only allows to multiply embryos (zygote) from immature seeds. Therefore, the propagation of selected, tested varieties at field for years (typically 15 years in maritime pine) can only be obtained retrospectively from a juvenile, embryogenic cryopreserved stock established at the time of somatic embryogenesis initiation. The whole process is still difficult to achieve from other explants than seeds such as needles or buds from juvenile or adult trees (Trontin et al., 2016b). However, promising achievements have been obtained in spruce (Varis et al., 2018, and references therein).

Embryogenesis is the complex initial phase of plant life involving a network of hundreds of genes (Tzafrir et al., 2004; De Smet et al., 2010). Most knowledge has been gained from short-lived angiosperms (especially *Arabidopsis*) and little is known from perennials including gymnosperms. Yet, embryogenesis is a short but crucial phase for seed production and also for imprinting molecular patterns involved in delayed phenotypic plasticity of trees in response to environmental stress (Trontin et al., 2021). Understanding molecular aspects of both somatic (SE) and zygotic embryo (ZE) development in conifers is therefore of undoubted interest (Trontin et al., 2016c) at both fundamental and applied levels for (i) comparative studies between angiosperms and gymnosperms, (ii) understanding seed development and (iii) to optimize SE production for conservation, rescue, breeding and deployment issues of selected or natural genetic resources.

A critical process during the maturation of maritime pine embryos (from late embryogenesis to fully mature embryos) is the synthesis and deposition of storage proteins that are extremely rich in the amino acid arginine (Allona et al., 1994; Llebrés et al., 2018a,b). Somatic embryos have been reported to accumulate fewer storage proteins than fully matured zygotic embryos with an imbalance in arginine metabolism (Morel et al., 2014; Llebrés et al., 2018b).

Another pathway of paramount importance for plant N economy is the biosynthesis of aromatic amino acids (Lynch and Dudareva, 2020). Phenylalanine and tyrosine are the precursors of a variety of essential secondary metabolites for plant development and response to environmental stimuli (Pascual et al., 2016; El-Azaz et al., 2021). The enzymes arogenate/prephenate dehydratases (ADT/PDT) catalyze the rate-limiting step in phenylalanine biosynthesis, and in maritime pine, are encoded by a gene family of at least nine members (El-Azaz et al., 2016, 2021). Tyrosine is synthesized by arogenate dehydrogenase (ADH) using an intermediary of the arogenate pathway (Schenck and Maeda, 2018; Lynch and Dudareva, 2020).

Transcriptomic approaches in conifers have been very useful in understanding both basic functions in tree biology and global responses to environmental changes. In maritime pine, the availability of genetic and genomic resources has largely allowed their use in functional genomics approaches (Cañas et al., 2019).

In this work, RNA-seq was used to further improve a previous version of the maritime pine transcriptome (Canales et al., 2014; Cañas et al., 2017) and, additionally to understand and compare the embryo maturation during somatic and zygotic late embryogenesis at the transcriptional level. The aim was to specifically compare somatic and zygotic embryos to discover differentially expressed genes and metabolic pathways functioning in a different manner during late somatic embryogenesis. Three key developmental stages were analyzed for both SE (from early to cotyledonary stages) and ZE (from pre-cotyledonary to cotyledonary embryos).

Significant differences were found in the expression profiles of SE. Special emphasis was placed on the identification of key transcription factors (TFs) involved in the regulation of the process and amino acid biosynthesis pathways vitally important for embryo development. Overall, the results provide new insights into conifer embryogenesis, with potential value to better understand seed development in the context of global warming and refine the vegetative propagation of maritime pine via SE toward multi-varietal forestry (Lelu-Walter et al., 2016; Trontin et al., 2016a).

## Materials and Methods

### Plant Material

The *P. pinaster* embryogenic cell line PN519 (controlled cross G0.4304*G0.4301) selected for this work was initiated in 1999 (ref. 99PP1) at FCBA (France) and has been extensively characterized during the past 15 years (Trontin et al., 2007, 2016a; Lelu-Walter et al., 2016; Llebrés et al., 2018b). Proliferation was performed on modified Litvay medium (mLV) with low PGRs as defined by Klimaszewska et al. (2001). For the maturation step of somatic embryos, the mLV medium was supplemented with higher content of sucrose (68 g L^–1^) and, gellan gum (Phytagel, 9 g L^–1^), and abscisic acid (ABA, 80 μM) was used as the only plant growth regulator. Proliferation and maturation were conducted at 24°C in darkness inside a culture chamber. Samples were collected at three different stages of maturation: early-stage translucent SE (ES1, after 4–6 weeks), pre-cotyledonary opaque SE (ES2, after 6–10 weeks) and cotyledonary SE (ES3, after 12–14 weeks). In addition to PN519, three embryogenic cell lines ABN20008, ABN200010, and ABN20004 initiated in 2020 at FCBA (ref. 20PP7, 20PP8, and 20PP10) from open-pollinated mother tree G0.0123 were also analyzed. Samples were collected at FCBA for two stages of maturation: pre-cotyledonary opaque SE (ES2) and cotyledonary SE (ES3), frozen in liquid nitrogen and stored at −80°C until use. For simplification we will refer to the PN519, ABN20008, ABN200010, and ABN20004 lines as follows throughout text: PN519, PP7, PP8, and PP10, respectively.

Reference zygotic embryos (ZE) were excised from seeds collected from a single maritime pine (*Pinus pinaster* Ait.) seed orchard (PP-VG-014, Picard, Saint-Laurent-Médoc, France) from July to November 2015. Embryos were sampled at different developmental stages according to de Vega-Bartol et al. (2013): pre-cotyledonary ZE (PC, early to mid-July), early cotyledonary ZE (EC, mid to late-July) and cotyledonary immature ZE (C, from early August to early September). The ZE samples were frozen in liquid nitrogen and stored at −80°C until use.

### RNA Extraction and Sequencing

Extraction of total RNA was performed as described by Canales et al. (2012) and initially quantified using a NanoDrop© ND-1000 spectrophotometer. Biological samples representing PC, EC, and C stages of ZE development were harvested. In addition, equivalent stages (ES1, ES2, and ES3) of the maturation phase of PN519 line were selected also for RNA isolation. Three technical replicas of three independent biological samples were used in all cases. The RNA samples were tested for quantity and integrity using a 2100 Bioanalyzer (Agilent, Santa Clara, CA, United States). Only RNA with RNA integrity number (RIN) 7 or higher was used for subsequent processing. Synthesis of cDNA, construction of cDNA libraries and HiSeq was performed by Novogene (Hong Kong) using a NovaSeq 6000 sequencer according to manufacturer instructions for paired-end reads of 150 bp length (Illumina, San Diego, CA United States). RNA from samples corresponding to lines PP07, PP08, and PP10 was extracted as previously described.

### Data Pre-processing and Transcriptome Assembly

Once the raw data was obtained, a reading cleaning process was carried out to remove contaminants, low quality readings and adapters not previously removed using SeqTrimBB^1^. A quality filter Q > 20 was applied as previously described (Ortigosa et al., 2021). Maritime pine reference transcriptome (Canales et al., 2014) was implemented with sequencing data produced during this study (Supplementary Table 1). Reads were assembled using Trinity 2.11 (Haas et al., 2013) as described in Ortigosa et al. (2021). Redundancy was reduced using CD-HIT-EST (Li and Godzik, 2006). This preliminary assembly was the input of the Mira assembler software (Chevreux et al., 2004). The maritime pine transcriptome (Canales et al., 2014; Cañas et al., 2017) was used as the reference for the read mapping that was performed with BWA using the MEM option (Li and Durbin, 2009). Expression level was obtained by reading counting using the phyton script *sam2counts*^2^. Differentially expressed (DE) transcripts were identified using the edgeR package for R, and then normalized by cpm and filtered with 2 cpm in at least 6 samples (Robinson et al., 2010).

Samples were grouped by SE or ZE stage. After differential expression analysis only transcripts with FDR < 0.05 and a Fold Change >1 were considered as differentially expressed. These RNA-seq data have been deposited in the NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series under the accession number GSE194039^3^. Additionally, RNA seq and network results are accessible through a database in HTML format that can be installable with R packages and downloaded from GitHub^4^.

Subsequently, functional enrichments were made using the annotations of “Gene Ontology (GO)” and “KEGG Orthology (KO)” using AgriGO computer tools (Tian et al., 2017), as it is the most suitable for this type of processes in plants, and KEGG Mapper (Kanehisa and Sato, 2020), respectively.

### Real-Time Quantitative PCR

Synthesis of cDNA was performed using total RNA (500 ng) and with 5X iScript™ cDNA Synthesis Kit (Bio-Rad) in a volume reaction of 10 μL following manufacturer’s recommendation. Real-time PCR was carried out on a CFX384 thermal cycler (Bio-Rad) under the following conditions: 1 cycle of denaturation at 95°C for 2 min, 40 cycles of denaturation at 95°C for 1 s, hybridization at 60°C for 5 s and finally 1 cycle of 30 s at 95°C, 5 s at 65°C, 0.5 s at 95°C for the generation of the dissociation curve that confirmed the specific amplification of each reaction. Each reaction proceeded by triplicate in a total volume of 10 μL, 5 μL of SsoFast™ EvaGreen^®^ Supermix (Bio-Rad), 2 μL cDNA (5 ng μL^–1^) and 0.5 μL of 10 μM of a specific primer. *Actin-7* (18113) was used as a reference gene. Sequences of specific primers are listed in Supplementary Table 2. Relative expression profiles for each gene were obtained employing the R package (Ritz and Spiess, 2008) and normalized to the reference gene. This procedure was used first to validate level of expression inferred from the RNA seq data (Supplementary Figure 1) and afterward for expression analysis of candidate genes in the four embryonic lines used in this study at ES2 and ES3 stages compared to their counterparts zygotic embryos.

### Construction of Co-expression Networks and Mining of Hub Genes

Using the normalized data from the RNA-seq reads, the co-expression networks were established. In this way we can obtain the grouped genes thanks to their joint expression profiles using a statistical correlation test. WGCNA R (R Core Team, 2021) package was necessary for the co-expression network construction (Langfelder and Horvath, 2008). The function pickSoftThreshold was used to choose an appropriate soft-thresholding power based on a scale-free topology criterion. The weighted adjacency matrix was constructed using the soft-thresholding power. The relationships of the elements within these groups allow us to know those genes involved in the regulation of the candidate genes obtained in the previous analysis of RNA-seq and/or in the biological pathways of interest. These “hub genes” are those that maintain a greater number of significant interactions with the rest of the elements within the co-expression groups. To determine these “hub genes,” the topological adjacency matrix generated by WGCNA was used to determine those genes that have high connectivity, that is the 10% of the genes with more connections within each module and that have a high affiliation value per module (Yang et al., 2019). The identification of regulatory elements that take part in biological pathways of interest is intended.

The relationship between one gene and all other ones in the analysis was incorporated, and the adjacency matrix was transformed into the topological matrix (TOM) (Yip and Horvath, 2007). After hierarchical clustering, highly interconnected genes were assigned to the same module (Ravasz et al., 2002). Hub genes were extracted selecting the 10% of the genes with more connectivity of each module and gene Module Membership > 0.80 (Wang et al., 2021).

## Results

### Experimental Design and Gene Expression Patterns During Pine Development

To perform a global study of gene expression in pine embryos (Figure 1), two sets of samples were analyzed representing comparative developmental stages in somatic early-stage translucent (ES1), precotyledonary opaque (ES2) and cotyledonary (ES3) embryos, and zygotic precotyledonary (PC), early cotyledonary (EC) and cotyledonary (C) embryos (Llebrés et al., 2018b). 

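Total RNA of maritime pine embryos was sequenced in 6 groups of 3 libraries. The somatic groups came from 1 embryogenic line, PN519, matured at 24 °C on medium with 80 µM abscisic acid, 68 g/L sucrose and 9 g/L phytagel. They were collected after 4 to 6 weeks (ES1), 6 to 10 weeks (ES2) and 12 to 14 weeks (ES3). The zygotic groups were embryos at the PC, EC and C stages from developing seeds of 1 seed orchard. Embryo type is therefore tied to genotype, culture and harvest, and no comparison of somatic with zygotic embryos separates these. The methods give technical replicas of independent biological samples, and the labels do not say which of these the 3 libraries of a group are, so p-values measure the spread between libraries, which may be technical. The deposited values are whole-number read counts for 287424 transcripts. The authors trimmed the reads, assembled them with Trinity 2.11, mapped them with BWA MEM to the maritime pine transcriptome and counted reads per transcript. Total counts per library were 22725467 to 30897160 in ES1 (median 28181544) and 38597996 to 40755797 in ES2 (median 38882436). They were 33746194 to 43510184 in ES3 (median 38307503), 27744504 to 32008643 in PC (median 28868622) and 24726220 to 38189316 in EC (median 36096715). The C libraries were the deepest, with 74949347 to 89590401 counts (median 77802470). Transcripts above 2 CPM (counts scaled to library size) in at least 6 libraries were kept, as in the methods, which left 23118. Groups were compared with edgeR's quasi-likelihood test after TMM scaling, in 1 fit of the 6 groups. A transcript is called higher or lower here at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1. CPM values are TMM-scaled means ± SD of 3 libraries unless stated otherwise. TMM factors were 0.422 to 0.4278 in C and 0.8245 to 1.442 in the other libraries, so the scaling of C weighs most on any comparison with C. Transcripts carry the identifiers of the deposited table and have no genome position here. Protein names come from the supplementary tables of the paper and are matches in other species. Of the kept transcripts 1642 have such a name and 1228 share it with another transcript, so reads of near-identical copies may be split between them.

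**Figure D1:**
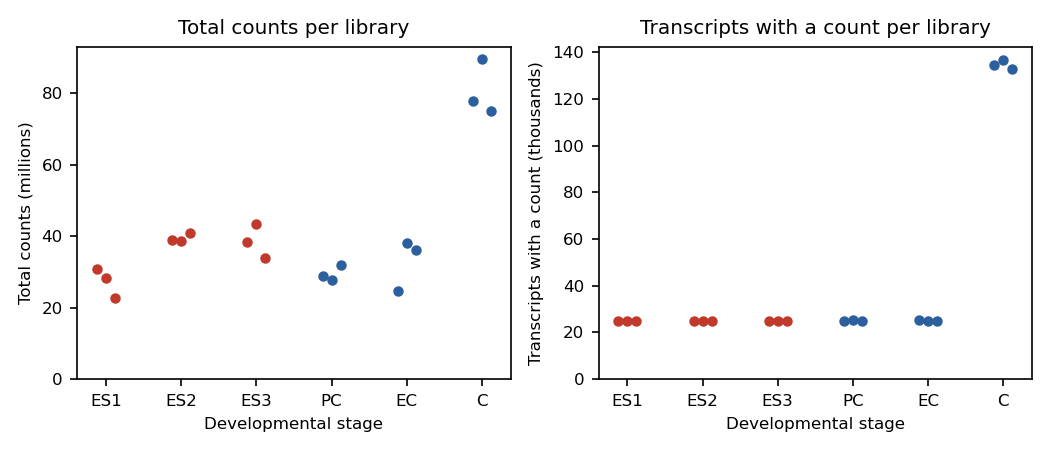
Total counts per library and number of transcripts with at least 1 count, for the 3 libraries of each embryo stage. The C libraries hold 74949347 to 89590401 counts, against 22725467 to 43510184 in the other 15.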

Samples were used to extract high-quality RNA for sequencing using the Illumina platform (Figures 1A,B). 

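The 15 libraries of ES1, ES2, ES3, PC and EC each held counts for 24704 to 25194 transcripts, and for 25775 transcripts in all. The 3 C libraries held counts for 132828 to 136626 transcripts. In C, 137783 transcripts had counts that were at 0 in each of the other 15 libraries, and 23171 of these were above 2 CPM on average in C. Above 10 CPM there were 6488 and above 100 CPM there were 190. The most abundant of them had a mean count of 158549 in C. Together they took 29.05 to 29.43% of the counts of each C library. The 10 most abundant transcripts took 16.44 to 17.41% of the counts in C and 4.703 to 11.14% in the other libraries. In the other 15 libraries, 99.58 to 99.8% of the counts fell in the 23118 kept transcripts. A further 123866 transcripts of the table had no count in any library.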

Expression information from samples harvested during the time course of embryo development corresponded to the total genes expressed either in zygotic or somatic pine embryos in all developmental stages considered. These transcriptomic data were further used for differential expression analysis, gene-network construction and heat-map/module definition (Figure 1C).

**FIGURE 1:**
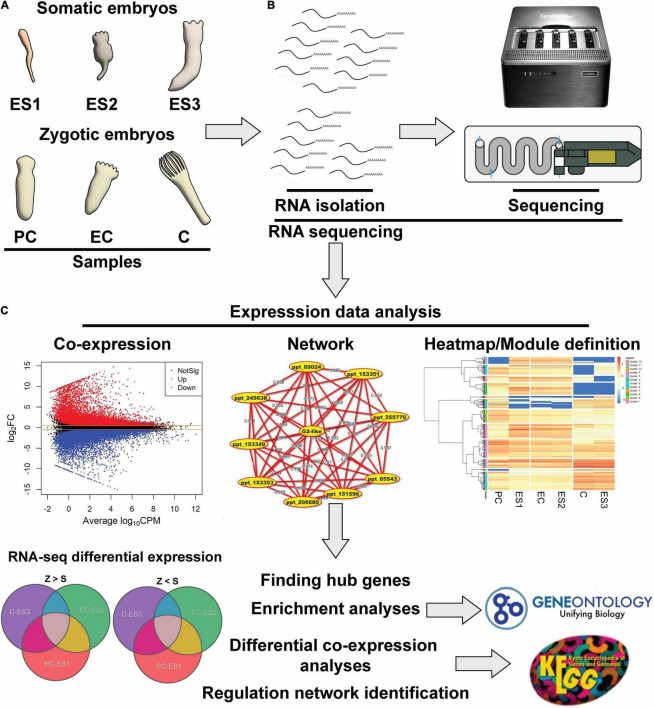
Experimental design. **(A)** Schematic representation of comparative developing stages of somatic: early-stage translucent (ES1), pre-cotyledonary opaque (ES2), and cotyledonary (ES3) and zygotic embryos: pre-cotyledonary (PC), early cotyledonary (EC) and cotyledonary (C). **(B)** Scheme of RNA extracted from samples and subsequent NGS-sequencing. **(C)** Differential expression analysis using bioinformatics tools.

The global differential expression analysis is presented in Figure 2. A Venn diagram depicting the number and percentage of overrepresented genes in zygotic versus somatic embryos is presented in Figure 2A. The number of genes overrepresented in the zygotic embryos is similar in all different developmental stages (PC, 1584; EC, 1772; C, 1642). In contrast, the number of overexpressed genes in somatic embryos was greater than that observed in zygotic development (6,687 in total, Figure 2B). 

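Named transcripts higher in zygotic embryos included an enzyme of resin acid synthesis, an enzyme of flavonoid synthesis and a regulator of branching. Most transcripts of the wider lists that hold the 2 enzymes went the other way. In ES1 against PC, 33 of terpenoid synthesis were higher and 5 lower. Of phenylalanine, phenylpropanoid and flavonoid synthesis 26 were higher and 12 lower. Isopimaradiene synthase (ppt_132647), a diterpene synthase of the resin acid pathway, was at 61.8 ± 2.33 CPM (SD, n = 3) in PC and at 41.1 ± 6.9 CPM in EC. It was at 0 in ES1 and ES2, at least 2070-fold and 1750-fold lower, with the floor set at 3 counts over a group. In C it was at 0.326 ± 0.256 CPM. Other named diterpene synthases (ppt_129836 and ppt_155132) were at 16.4 ± 6.92 and 5.59 ± 1.86 CPM in PC, against 0.209 ± 0.227 and 0 CPM in ES1. A match of rice MONOCULM 1 (ppt_199485), a GRAS-domain regulator of axillary branching, was higher in zygotic embryos at each stage. Its log2 fold change was -8.55 in ES1 against PC (standard error 0.47, adjusted p = 1.61e-09 from edgeR), -11.62 in ES2 against EC (standard error 0.56, adjusted p = 3.87e-10) and -10.97 in ES3 against C (standard error 0.49, adjusted p = 1.38e-10). Flavanone 3-hydroxylase (ppt_120253), an enzyme of flavonoid synthesis, reached 984 ± 48.9 CPM in C against 0.0178 ± 0.0308 CPM in ES3. A transcript of a cytosolic isoleucine tRNA ligase (ppt_239068) was at 71.5 ± 46.3 CPM in C and at 0 in ES3, at least 2600-fold lower. This transcript and ppt_199485 were nearly absent from each somatic library. For such transcripts, absence from the genotype of line PN519 stays open, since embryo type and genotype go together. In all, 3126 transcripts were higher in PC than in ES1, 3858 were higher in EC than in ES2 and 3501 were higher in C than in ES3. Of these, 1068 were higher in zygotic embryos in all 3 comparisons, where independent lists of the same sizes would share 79. Of those higher in C, 2120 (60.55%) were not higher in zygotic embryos at another stage. The number higher in C than in ES3 was 1129 with library size alone in place of TMM. With no filter beyond 1 count, 96701 were.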

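Ribonuclease 1 (ppt_130587) was among the transcripts with a protein name that differed most in ES1, at 144 ± 37 CPM (SD, n = 3) against 0 in PC, at least 6020-fold higher. In ES2 it was at 36.6 ± 7.37 CPM against 0 in EC, at least 1600-fold higher. Ferritin (ppt_179116), the iron storage protein of plastids, was at 112 ± 62.7 CPM in ES1 and at 0 in PC, at least 4680-fold higher. Cytochrome P450 CYP750A10 (ppt_235762) had a log2 fold change of 10.34 in ES1 against PC (standard error 0.56, adjusted p = 3.33e-08 from edgeR) and was at least 1730-fold higher in ES2 than in EC. A putative zinc transporter (ppt_218919) was at 43.1 ± 4.01 CPM in ES2 and at 0 in EC, at least 1890-fold higher. Peroxidase 44 (ppt_75182) was at least 2510-fold higher in ES2 than in EC and at least 1420-fold higher in ES3 than in C. Over the 3 stage comparisons, 9927 transcripts were higher in somatic embryos in at least 1 of them, and 6565 were higher in zygotic embryos in at least 1. Of the first set, 2551 (25.7%) were higher in all 3 comparisons, where independent lists of the same sizes would share 379.7. With the 9 somatic libraries set against the 9 zygotic ones, 5653 transcripts were higher and 2046 lower. The higher ones were 73.43% of these calls, 81.05% with library size alone and 84.75% with the deposited totals as library sizes, the last a setting chosen after seeing the data.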

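A LEA protein, an endochitinase and an acid phosphatase were among the named transcripts far higher in ES3 than in C. The late embryogenesis abundant (LEA) protein (ppt_93454), of a family that protects cells during desiccation, was at 212 ± 138 CPM (SD, n = 3) in ES3 and at 0 in C, at least 5120-fold higher. Basic endochitinase B (ppt_220543), which cleaves chitin, was at 61.2 ± 67.3 CPM in ES3 and was at least 1480-fold higher than in C. A purple acid phosphatase (ppt_126276) was at 37.3 ± 32.2 CPM in ES3, at least 904-fold higher. These SDs are close to the means. In all, 6914 transcripts were higher in ES3 than in C, 5589 were higher in ES1 than in PC and 5251 were higher in ES2 than in EC. Of those higher in ES3, 3570 (51.63%) were not higher in somatic embryos at another stage, against 562 of those higher in ES1 and 519 of those higher in ES2. The difference between somatic and zygotic embryos itself changed from the first to the last stage for many transcripts in edgeR's test of the interaction. It was higher in ES3 relative to C than in ES1 relative to PC for 5620 transcripts and lower for 4117. Both directions occurred for 2153 transcripts, called higher in somatic embryos at 1 stage and higher in zygotic embryos at another. Among them 529 were higher in ES1 than in PC and lower in ES3 than in C, and 872 were the reverse. The share of calls that were higher in somatic embryos depended on the filter and on the scaling. In ES3 against C it was 18.81% with CPM above 1 in at least 3 libraries and 7.152% with no filter beyond 1 count. The main filter of 6 libraries leaves out any transcript counted in the 3 C libraries alone. With that filter the share in ES3 against C was 66.39% with TMM, 92.53% with library size alone and 95.4% with the deposited totals as library sizes. The matching shares were 57.65% and 44.41% in ES2 against EC with TMM and with library size alone, and 57.72%, 91.52% and 95.12% for the interaction. Over all kept transcripts, the median log2 fold change of ES3 against C was 0.19 with TMM, 1.34 with library size alone and 1.84 with the deposited totals.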

There are more genes overrepresented in stage ES3 (4,814) compared to ES1 (3,288) and ES2 (3,097). These findings indicate that several pathways were upregulated in SEs from early to late developmental stage compared to their presumed zygotic counterparts. 

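LEA and pathogenesis-related proteins were mostly higher in somatic embryos at each stage, and storage proteins, enzymes of terpenoid synthesis and transcripts of carbon reserves at the first and second stages. The 65 transcripts of LEA and seed maturation proteins carry 17 different names. Of these 65, 52 were higher in ES1 than in PC, 59 in ES2 than in EC and 39 in ES3 than in C. Another 2, 2 and 7 were lower. LEA4-1 (ppt_70950) was at 327 ± 32 CPM (SD, n = 3) in ES1 and 35.1 ± 3.76 CPM in PC, a log2 fold change of 3.22 (standard error 0.19, adjusted p = 3.15e-09 from edgeR's quasi-likelihood test). LEA1-2 (ppt_198824) was at 527 ± 57.2 CPM in ES3 and 172 ± 17.6 CPM in C (log2 fold change 1.62, standard error 0.12, adjusted p = 2.35e-08). All 17 transcripts of storage and oil body proteins, which carry 6 names, were higher in ES1 and in ES2. In ES3 against C 4 were higher, 3 lower and 10 did not pass. Caleosin (ppt_56102), a protein of the oil body surface, was at 231 ± 21.3 CPM in ES1 and 42.8 ± 5.05 CPM in PC. A 2S globulin (ppt_123612), a storage albumin, was at 203 ± 127 CPM in ES3, with a wide spread between libraries, and at 0 in C. A 7S globulin (ppt_75169) went the other way in C, with a log2 fold change of -1.10 in ES3 against C (standard error 0.17, adjusted p = 3.34e-05), which is 0.06 with library size alone and 0.56 with the deposited totals.
The 85 transcripts of pathogenesis-related proteins carry 24 names. Of these 85, 78 were higher in ES1, 78 in ES2 and 82 in ES3 than in their zygotic counterparts. Another 6 and 7 were lower in ES1 and ES2. Thaumatin-like protein L2 (ppt_53318) had log2 fold changes of 6.08, 7.72 and 7.44 in the 3 comparisons (standard errors 0.36, 0.39 and 0.39, adjusted p = 3.07e-09, 6.79e-10 and 5.22e-10 from edgeR). Of 39 transcripts of terpenoid synthesis, which carry 9 names, 33, 34 and 15 were higher and 5, 5 and 3 lower. Longifolene synthase (ppt_115126), a sesquiterpene synthase, was at 17.8 ± 1.43 CPM in ES1 and 0.931 ± 0.251 CPM in PC. Of 40 transcripts of carbon reserves and sugar transport, 29, 28 and 15 were higher and 9, 9 and 1 lower. Among them malate synthase (ppt_204264), an enzyme of the glyoxylate cycle that turns stored lipid into sugar, was at 103 ± 5.8 CPM in ES1 and 11 ± 1.63 CPM in PC (log2 fold change 3.22, standard error 0.13, adjusted p = 1.49e-10). The kinase of phosphoenolpyruvate carboxylase (ppt_239783) had log2 fold changes of 4.46, 4.70 and 2.26 (standard errors 0.17, 0.17 and 0.15, adjusted p = 6.39e-11, 3.72e-11 and 6.6e-09). Of 43 transcripts of peroxidases and other redox enzymes, which carry 19 names, 22, 22 and 31 were higher. Another 18 were lower at each of the first and second stages. Of 30 transcripts of auxin, gibberellin and ethylene, 15, 16 and 25 were higher and 9, 11 and 1 lower. An ACC synthase (ppt_150236), which makes the precursor of ethylene, was at 11.4 ± 5.46 CPM in ES3 and at 0 in C, at least 276-fold higher.
The lists were drawn by keyword from names in the supplementary tables of hub genes and modules. Those tables hold genes the study chose on these samples, so the counts are not independent evidence of a direction. Adjusted over the list alone the counts were the same, except that 83 pathogenesis-related proteins were higher in ES3, 7 were lower in ES1, 3 LEA proteins were lower in ES1, 10 hormone transcripts were lower in ES1 and 30 carbon transcripts were higher in ES2. The number higher in ES3 than in C became 57 for LEA proteins, 12 for storage proteins, 30 for terpenoid enzymes and 35 for carbon transcripts with library size alone. From the counts of genes overrepresented at each stage (Figure 2), the paper concludes that several pathways were upregulated in somatic embryos relative to their presumed zygotic counterparts, from the early to the late stage.

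**Figure D2:**
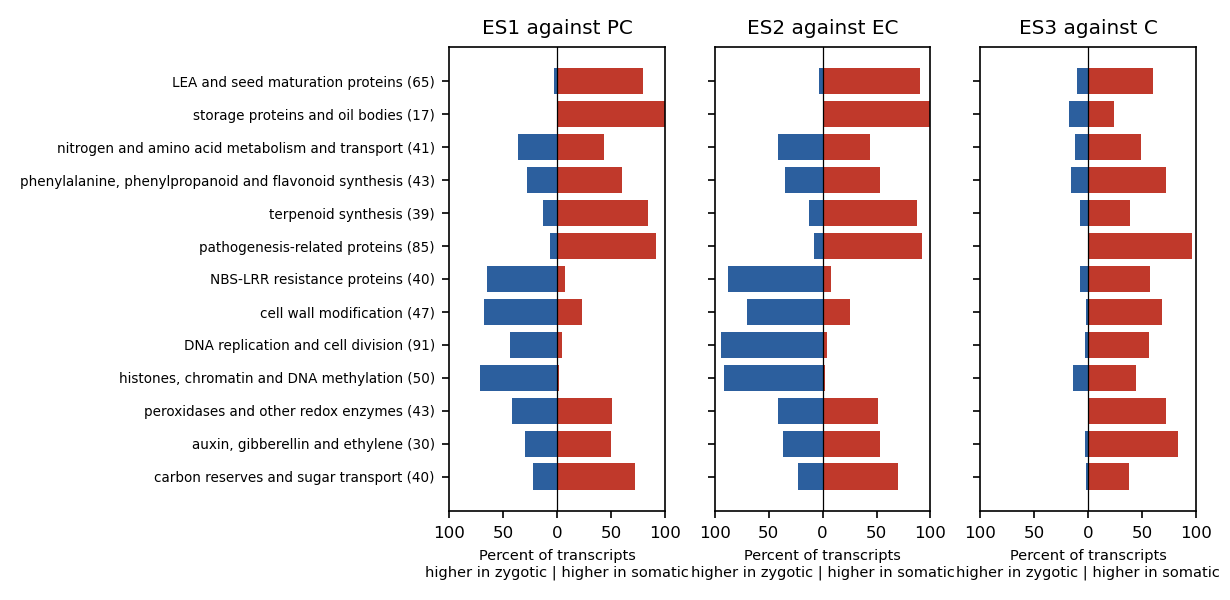
Percent of the measured transcripts of each of 13 gene lists that were higher in somatic embryos or higher in zygotic embryos in ES1 against PC, ES2 against EC and ES3 against C. With library size alone in place of TMM no list changes direction in these comparisons. For DNA replication and cell division 86 of 91 transcripts are higher in EC than in ES2 and 51 are higher in ES3 than in C.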

Transcriptomic data were validated by qPCR analysis of selected genes (Supplementary Figure 1).

**FIGURE 2:**
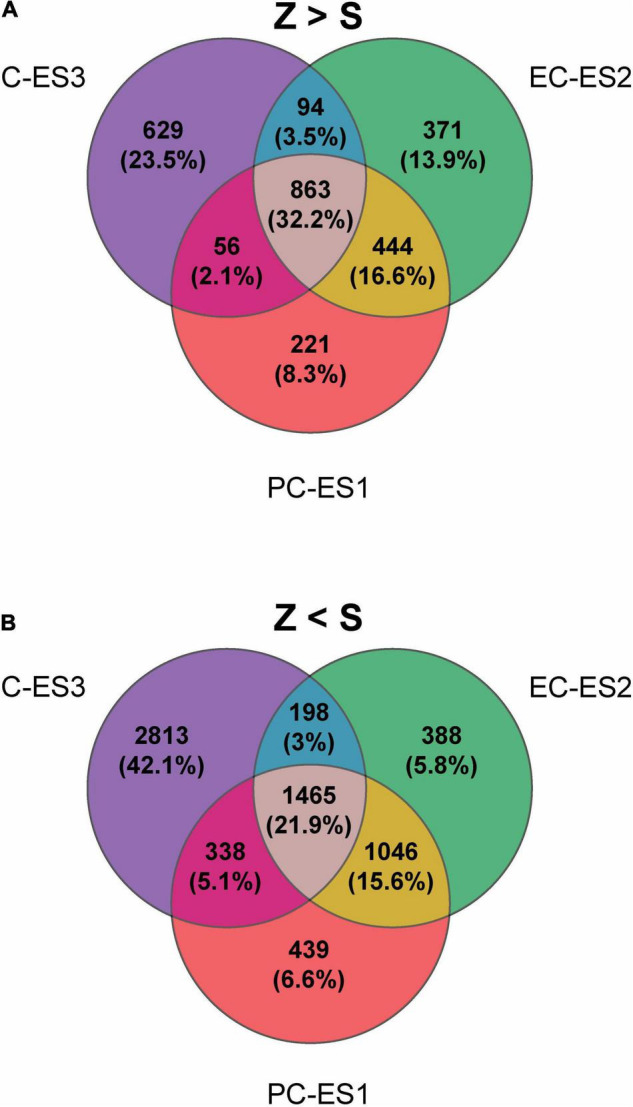
Global differential expression analyses. Venn diagrams of differentially expressed genes in zygotic (Z) versus somatic (S) embryos in three consecutive sets of similar developmental stages during late embryogenesis: PC and ES1, EC and ES2, C and ES3, respectively. The number of genes showing a fold-change >2 between consecutive stages of development is shown. **(A)** Genes overrepresented in zygotic (Z) compared the somatic (S) stages are considered. **(B)** Genes underrepresented in the zygotic are considered.

### Co-expression Analysis of Differentially Expressed Genes

To identify major trends in both sets of genes, a cluster analysis based on co-expression during embryo development was performed. Hierarchical clustering was used to group the DEGs into a minimal set of clusters (modules) reporting conserved expression profiles within each cluster and distinct profiles among clusters. The hierarchical clustering grouped the set of genes into eighteen modules, each of which was identified with a color: black, blue, brown, magenta, midnight blue, pink, cyan, green, greenyellow, purple, red, salmon, gray60, lightcyan, lightgreen, tan, turquoise, yellow, and in addition a false gray module representing unassigned genes (eight genes) that does not represent a real module (Figure 3). The genes assigned to each module are listed in Supplementary File 1. The number of genes integrating each module and the mean expression levels of genes in each module are shown in Figure 3A. 

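The black module, whose 685 transcripts are all listed in the supplement, was higher in somatic than in zygotic embryos at the first and second stages, and at the last its place depended on the scaling. Over the 663 kept transcripts, mean expression was 47.5 ± 1.64 CPM (SD, n = 3) in ES1, 90.7 ± 3.57 CPM in ES2 and 114 ± 21.2 CPM in ES3. In zygotic embryos it was 24.1 ± 0.258 CPM in PC, 33.9 ± 1.85 CPM in EC and 180 ± 8.57 CPM in C. In plain CPM, with each library's deposited total as its size and all 685 transcripts, the means were 56.7 ± 0.794, 94.7 ± 1.88 and 102 ± 7.26 CPM in ES1, ES2 and ES3. They were 33 ± 0.621, 43.3 ± 1.91 and 52.2 ± 2 CPM in PC, EC and C. Of the 663, 438 rose in ES3 against ES1 and 601 in C against PC with TMM in edgeR's test. These numbers were 320 and 376 with library size alone, and 320 and 278 with the deposited totals. Between the types, 382 were higher in ES1 than in PC and 442 in ES2 than in EC, while 5 were lower in ES1. In ES3 against C, 97 were higher and 135 lower with TMM, 319 and 2 with library size alone. The mean log2 difference of somatic over zygotic libraries was 0.76 (exact permutation test, 9 libraries against 9, two-sided p = 0.0888). The blue and brown modules were used in part and for names alone.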

Modules with the greatest number of genes were turquoise (7,343) and blue (6,462). The smallest modules include midnight blue (32), lightcyan (31), gray60 (27), and lightgreen (21).

**FIGURE 3:**
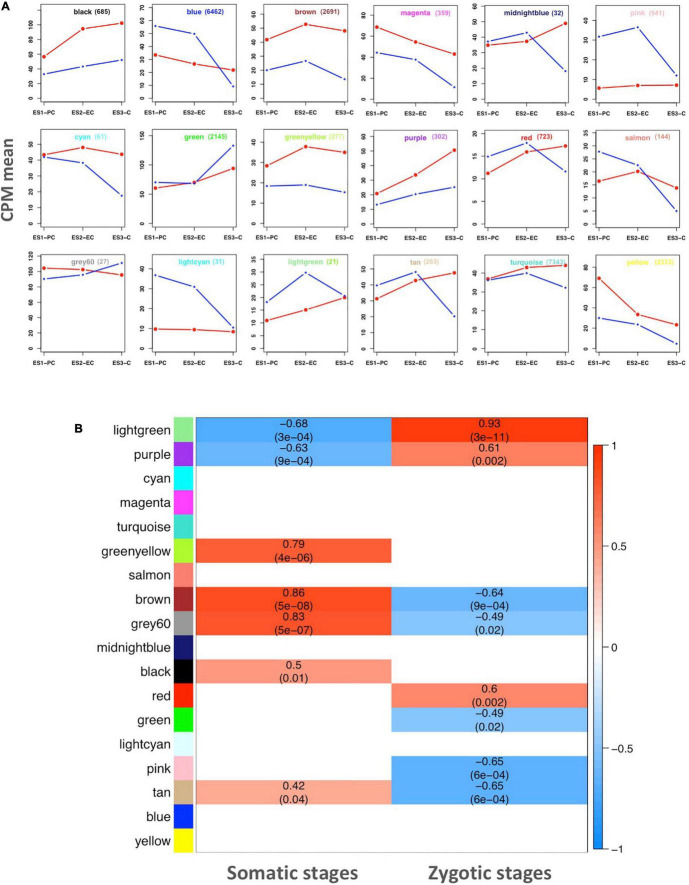
Gene co-expression network analysis. **(A)** Mean expression profile of genes in each correlation module representing correlative developing stages (CPM, counts per million mapped reads). The number of genes included in each module is shown by its name. Zygotic developmental stages: PC, EC, and C represented in blue. Somatic developmental stages: ES1, ES2, and ES3 are represented in red. Data are means of three values from the RNA seq reactions. **(B)** Heat map showing the relationships between the modules and embryo developmental stages. The correlation, positive (light to dark red) or negative (light to dark blue) with either somatic or zygotic embryos data globally represented is indicated.

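Hub genes, the most connected genes of each module, were lower in zygotic than in somatic embryos at each stage for brown, yellow and magenta. The hub genes stand here for their modules, since most modules were not used in full. They were chosen by the study on these libraries, so their direction is not independent evidence. All 207 brown hub genes were higher in somatic embryos in each of the 3 stage comparisons, with a mean log2 difference of 3.66 over 9 somatic and 9 zygotic libraries. They include BEARSKIN1 (ppt_192238), a NAC protein of root cap maturation in Arabidopsis, with a log2 fold change of 7.59 in ES1 against PC (standard error 0.71, adjusted p = 9.85e-07 from edgeR). Of 221 yellow hub genes, 221, 221 and 219 were higher in ES1, ES2 and ES3, with a mean difference of 3.24. Among them pectate lyase (ppt_220398), which cleaves pectin, was at 447 ± 17 CPM (SD, n = 3) in ES1 and 13.3 ± 5.65 CPM in PC. Of 13 magenta hub genes, 13, 13 and 11 were higher (mean difference 2.69). Of 23 greenyellow hub genes, 23, 23 and 19 were higher (2.65), and of 23 purple ones, 22, 22 and 23 were (1.90). A purple hub gene, gibberellin 2-oxidase GA2ox3 (ppt_110265), whose enzyme inactivates gibberellins, was at 46.7 ± 13.3 CPM in ES3 and 3.69 ± 0.633 CPM in C. These 5 differences had the smallest two-sided p that an exact permutation of 9 against 9 libraries gives, 4.11e-05 (7.63e-05 adjusted over the 13 modules with at least 10 hub genes). This test and those of the other modules move single libraries between stages. With whole stages kept together there are 10 splits, too few for a share under 0.05. For 34 black hub genes the difference was 1.82 (exact permutation test, adjusted p = 0.00172), and 34, 34 and 16 of them were higher. All 34 were higher in ES3 than in C with library size alone.
Turquoise hub genes were higher in zygotic embryos, with a mean log2 difference of -1.08 (exact permutation test, adjusted p = 0.000134). Of the 172 of 406 that pass the expression filter, 22, 42 and 5 were higher and 105, 94 and 129 lower in the 3 comparisons. A subunit of replication protein A (ppt_285974), which binds single-stranded DNA, had a log2 fold change of -2.47 in ES1 against PC (standard error 0.17, adjusted p = 1.44e-08 from edgeR). Heat shock protein 70 (ppt_137576) had one of -4.41 in ES3 against C (standard error 0.68, adjusted p = 3.22e-05). The other 234 turquoise hub genes lie under the filter of 2 CPM in 6 libraries. Of the 172 tested, 14 were higher and 88 lower in ES3 than in C with library size alone. For the 5 cyan hub genes the difference was 0.86 (exact permutation test, p = 0.042), and the somatic libraries varied widely, with 32.8 ± 19.8 CPM in ES1.

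**Figure D3:**
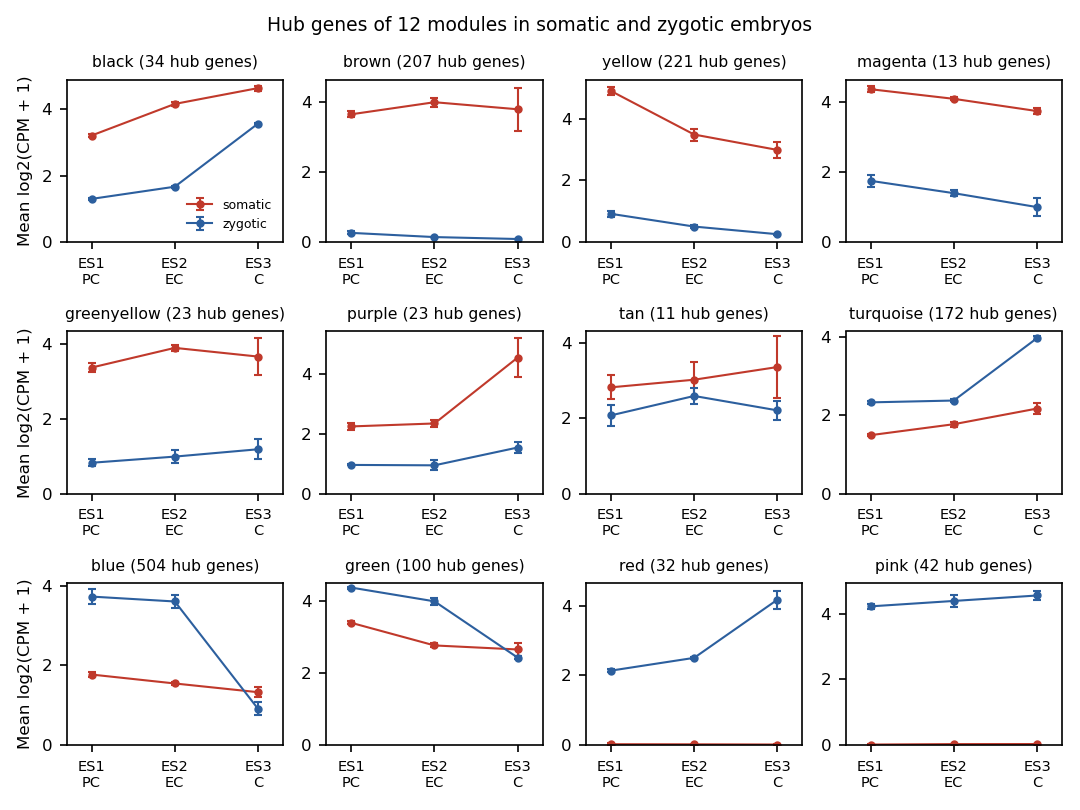
Mean log2(CPM + 1) of the hub genes of 12 modules by embryo stage, with somatic stages in red and zygotic stages in blue. Error bars are the SD of 3 libraries. Brown, yellow and magenta lie above the zygotic values at each stage, and turquoise, pink and red below them.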

Eight modules displayed genes overrepresented in somatic versus zygotic embryos, regardless of the developmental stage: black, brown, magenta, cyan, greenyellow, purple, turquoise, and yellow. 

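Pink hub genes were close to absent from somatic embryos. All 42 were higher in zygotic embryos in each stage comparison, with means of 36.1 ± 2.49, 41.2 ± 3.02 and 47.8 ± 9.69 CPM (SD, n = 3) in PC, EC and C and at most 0.0219 ± 0.00751 CPM in a somatic stage. In plain CPM the means were 54.4 ± 2.66 in EC and 14.3 ± 2.76 in C. The mean log2 difference was -4.36 (exact permutation test, 9 libraries against 9, p = 4.11e-05, the smallest the design gives). A WAT1-related transporter (ppt_217559) was at 0 in the somatic libraries and was at least 337-fold, 1060-fold and 497-fold lower in ES1, ES2 and ES3. A multidrug transporter of the DETOXIFICATION family (ppt_102141) was at 11.5 ± 4.27 CPM in PC and at 0 in ES1, at least 386-fold lower. The 3 lightcyan hub genes were all lower in somatic embryos at each stage, at 18.1 ± 2.97, 18 ± 4.31 and 11.9 ± 2.73 CPM in PC, EC and C, and their mean difference was -3.77 (exact permutation test, p = 4.11e-05). Of 3 lightgreen hub genes, 2, 3 and 3 were lower in the 3 comparisons.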

Three modules grouped genes underrepresented in the somatic embryos: pink, light cyan and lightgreen. The rest of the modules represent groups of genes whose expression changed during the development of somatic embryos from being over- or underrepresented in the early stages of development (ES1) to being under- or overrepresented in the later stages (ES2 and ES3).

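Blue and green hub genes were lower in somatic embryos at the first and second stages, and at the third more of them were higher than lower. Of 504 blue hub genes, 487 were lower in ES1 than in PC and 501 in ES2 than in EC, while in ES3 against C 259 were higher and 63 lower. Of 100 green hub genes, 50 and 93 were lower in ES1 and ES2, and in ES3 against C 27 were higher and 6 lower, or 72 higher with library size alone. The interaction in edgeR's test passed for 417 blue and 70 green hub genes in the direction of ES3. Over all stages the mean log2 difference of somatic over zygotic libraries was -1.20 for blue (exact permutation test, adjusted p = 0.0216) and -0.66 for green (exact permutation test, adjusted p = 0.06). That of blue was -1.29 with library size alone and did not pass. It was -1.02 for 14 salmon hub genes (exact permutation test, adjusted p = 0.0269). Without PC replicate 3 or EC replicate 3 the salmon difference was -0.88 and -0.92 and did not pass, nor did it with library size alone (-0.94) or in plain CPM (-0.85). The green one passed without C replicate 1, 2 or 3 (-0.81, -0.81 and -0.82). All 32 red hub genes were lower in somatic embryos in each comparison, with a difference of -2.92 (exact permutation test, adjusted p = 7.63e-05). Tan was higher in somatic embryos, with a difference of 0.77 (exact permutation test, adjusted p = 0.00289) and 5 and 8 of 11 hub genes higher in ES1 and ES3, while in ES2 against EC the 11 did not pass. Blue members make up 67 of 91 measured transcripts of DNA replication and cell division, 40 of 50 of chromatin, 35 of 47 of cell wall modification and 37 of 40 NBS-LRR resistance proteins. Names were taken from black, blue and brown members and otherwise from hub genes alone, which by itself favors these modules. Of the 91 transcripts of DNA replication, 40 were lower in ES1 than in PC, 86 were lower in ES2 than in EC and 51 were higher in ES3 than in C, with 4, 4 and 3 the other way. The number lower in ES1 was 76 with library size alone. MCM5 (ppt_62928), a licensing factor of replication origins, had log2 fold changes of -1.20, -1.65 and 3.07 in the 3 comparisons (standard errors 0.12, 0.12 and 0.14, adjusted p = 6.6e-07, 2.69e-08 and 1.54e-10 from edgeR). In somatic embryos it was at 27 ± 1.52, 12.8 ± 0.603 and 10.3 ± 1.44 CPM (SD, n = 3), and in zygotic embryos at 61.8 ± 1.14, 40 ± 2.97 and 1.22 ± 0.165 CPM. Of 50 transcripts of histones, chromatin and DNA methylation, 36 and 46 were lower and 1 and 1 higher in ES1 and ES2, and in ES3 22 were higher and 7 lower. A chromomethylase (CMT, ppt_150159), which methylates cytosines outside CG sites, had log2 fold changes of -1.51, -1.95 and 1.90 (standard errors 0.12 each, adjusted p = 6.01e-08, 5.33e-09 and 4.33e-09). Of 47 transcripts of cell wall modification, 32 and 33 were lower and 11 and 12 higher in ES1 and ES2, and in ES3 32 were higher and 1 lower. A xyloglucan endotransglucosylase/hydrolase (ppt_270446) had a log2 fold change of -2.81 in ES2 against EC (standard error 0.37, adjusted p = 9.36e-06) and of 6.41 in ES3 against C (standard error 0.59, adjusted p = 1.56e-07). The 40 transcripts of NBS-LRR proteins carry 10 names. Of these 40, 26 and 35 were lower and 3 and 3 higher in ES1 and ES2, and in ES3 23 were higher and 3 lower. A TIR-NBS-LRR protein (ppt_97914) was at 19 ± 2.64 CPM in ES3 and 1.22 ± 1.01 CPM in C. These lists come from names in the study's own tables, so their direction is not independent evidence. Adjusted over the list alone, 28 NBS-LRR and 37 chromatin transcripts were lower in ES1 and 33 cell wall transcripts higher in ES3, and the other counts were the same. Scaled by library size alone, 84 transcripts of DNA replication, 37 of chromatin, 41 of the cell wall and 30 of NBS-LRR proteins were higher in ES3 than in C.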

The relationship of the modules either with somatic or zygotic embryos was performed using a Pearson correlation and examined generating a heatmap shown in Figure 3B. 

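The 3 lightgreen hub genes had higher means in zygotic than in somatic embryos at each stage. Their mean was 5.05 ± 0.376, 9.48 ± 0.243 and 16.7 ± 3.86 CPM (SD, n = 3) in ES1, ES2 and ES3, and 12.3 ± 1.03, 25.8 ± 5.48 and 72.8 ± 14.1 CPM in PC, EC and C. The rise from EC to C depends on the scaling, since in plain CPM the means were 34 ± 6.45 in EC and 21.9 ± 4.3 in C. The mean log2 difference of 9 somatic over 9 zygotic libraries was -1.49 (exact permutation test, two-sided p = 0.00374). It was given no adjusted p, since modules with fewer than 10 hub genes were left out of the family of tests.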

The lightgreen module was strongly correlated with both somatic (negatively) and zygotic stages (positively). However, this module has only 21 genes with no significant functional, defined categories. 

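Hub genes of the purple module were most abundant in the oldest somatic embryos. Their mean was 4.82 ± 0.272 CPM (SD, n = 3) in ES1, 5.14 ± 0.221 CPM in ES2 and 42.3 ± 13.3 CPM in ES3. In zygotic embryos it was 1.24 ± 0.0906 CPM in PC, 1.24 ± 0.369 CPM in EC and 4.21 ± 1 CPM in C. The rise from EC to C depends on the scaling, since in plain CPM the means were 1.63 ± 0.449 in EC and 1.26 ± 0.289 in C. A second gibberellin 2-oxidase, GA2ox7 (ppt_117714), was at 8.42 ± 3.07 CPM in ES2 and 0.906 ± 0.536 CPM in EC, a log2 fold change of 3.25 (standard error 0.45, adjusted p = 1.69e-05 from edgeR).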

Another module, purple (302 genes), similarly correlated with both somatic (negatively) and zygotic (positively) stages. Conversely, three modules were positively correlated with somatic stages and negatively with zygotic stages: brown (2,691 genes), gray60 (27), and tan (263). These modules include important genes involved in development, cellular biogenesis and regulation. 

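Brown hub genes averaged 23.3 ± 1.43, 29.2 ± 3.6 and 28 ± 16.1 CPM (SD, n = 3) in ES1, ES2 and ES3. In PC, EC and C they averaged 0.299 ± 0.0653, 0.124 ± 0.00412 and 0.0837 ± 0.0116 CPM. The transcription factor MYB30 (ppt_241345) is among them, at 17.2 ± 1.48 CPM in ES2 and 27.9 ± 7.7 CPM in ES3 and at 0 in EC and C, at least 754-fold and 676-fold higher. Tan hub genes averaged 10.9 ± 1.79, 12.7 ± 2.62 and 17.1 ± 5.65 CPM in the somatic stages and 5.12 ± 0.663, 7.82 ± 0.536 and 9.24 ± 1.42 CPM in the zygotic ones. In plain CPM the tan means were 10.3 ± 0.974 in EC and 2.77 ± 0.404 in C. The 3 hub genes read here as gray60, which the table labels GREY60, GREY61 and GREY62, had no count in any somatic library. They averaged 1.49 ± 0.297 CPM in PC, 3.79 ± 2.1 CPM in EC and 52 ± 4.81 CPM in C, and their mean log2 difference of somatic over zygotic libraries was -3.03 (exact permutation test, p = 4.11e-05).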

There are two modules that only showed positive correlation with somatic stages: greenyellow (277 genes) and black (685) involved in metabolic processes and regulation. Similarly, two modules showed positive correlation but only with zygotic stages: red (723 genes) and the false module gray (8). 

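Greenyellow hub genes averaged 21.9 ± 2.15, 37.1 ± 2.27 and 37.5 ± 13.6 CPM (SD, n = 3) in ES1, ES2 and ES3, and 1.18 ± 0.199, 2.14 ± 0.582 and 11.1 ± 6.37 CPM in PC, EC and C. Black hub genes averaged 25.2 ± 1.03, 50.6 ± 2.26 and 65.1 ± 5.16 CPM in the somatic stages and 4.76 ± 0.197, 6.83 ± 0.517 and 35.4 ± 2.18 CPM in the zygotic ones. The size of the rise from EC to C depends on the scaling. In plain CPM the greenyellow means were 2.81 ± 0.706 in EC and 3.35 ± 1.94 in C. The black ones were 9.03 ± 0.854 in EC and 10.6 ± 0.598 in C. Of the 34 black hub genes, 25 rose from ES1 to ES3 and 31 from PC to C in edgeR's test. These numbers were 19 and 26 with library size alone. Black members include seed maturation protein PM39 (ppt_194439), at 104 ± 4.22 CPM in ES1 and 14.9 ± 3.24 CPM in PC, a log2 fold change of 2.79 (standard error 0.18, adjusted p = 9.27e-09).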

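Red hub genes were measured in zygotic embryos and hardly in somatic ones. The 32 that pass the expression filter averaged 4.96 ± 0.156 CPM (SD, n = 3) in PC, 6.68 ± 0.367 CPM in EC and 30.3 ± 4.03 CPM in C. In ES1, ES2 and ES3 they averaged 0.0178 ± 0.0188, 0.0146 ± 0.00883 and 0.0104 ± 0.00482 CPM. The rise from EC to C depends on the scaling, since in plain CPM the means were 8.83 ± 0.622 in EC and 9.1 ± 1.3 in C. Another 8 of the 40 red hub genes lie under the filter.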

At last, two modules also correlated with zygotic stages but negatively: green (2,145 genes) and pink (541). These modules representing a specific correlation may include genes that are specifically involved in either somatic or zygotic developmental stages.

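Of 100 green hub genes, 85 were lower in C than in PC in edgeR's test, while in somatic embryos 47 were lower in ES3 than in ES1 and 53 did not pass. They averaged 31.1 ± 0.638, 24.1 ± 1.83 and 10.9 ± 0.262 CPM (SD, n = 3) in PC, EC and C, and 15.6 ± 0.849, 10.3 ± 0.677 and 10.2 ± 1.88 CPM in ES1, ES2 and ES3. Among the 42 pink hub genes, 12 were higher in C than in PC and 2 lower with TMM, and 26 were lower with library size alone. An oxidoreductase of the pink module (ppt_132966) was at 11.9 ± 1.17 CPM in PC and at 0 in ES1, at least 401-fold lower in ES1.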

To determine functions associated with the modules, enrichment analysis was performed using the AgriGO platform (Tian et al., 2017). Distribution of functional categories corresponding to each co-expression module is included in Supplementary File 2. It is worth highlighting the blue module made up of 6,462 genes in which there is a broad representation of genes involved in regulation of biological processes: transcriptional regulation (518), regulation of gene expression (628) and regulation of metabolic processes such as the metabolic regulation of nitrogenous compounds (574). Similarly, the large module turquoise (7,343 genes), has a considerable representation of genes involved in development (326), morphogenesis, division and cell proliferation, and regulation of metabolic processes (732) such as transport, nutrient reservoir and catalytic activity, and stimulus response (603). Modules containing approximately 100 or fewer genes did not have characteristic functional enrichments except for the salmon module integrated by 144 genes, which presented enrichment in 49 genes involved in oxidation/reduction. To further understand functions at the molecular level, a KEGG mapping was performed for a global metabolic overview. Several metabolic pathways were highlighted being more represented in somatic embryos such as those related to N metabolism (Supplementary Figure 2) and biosynthesis of aromatic amino acids and phenylpropanoids (Supplementary Figure 3).

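Transcripts of nitrogen metabolism went both ways, with named asparagine synthetases, which store nitrogen in an amide, higher in somatic embryos and a named spermidine synthase and polyamine oxidase higher in zygotic ones at the first and second stages. A putative asparagine synthetase (ppt_51012) was at 20.4 ± 2.05 CPM (SD, n = 3) in ES1 and 1.02 ± 0.143 CPM in PC, a log2 fold change of 4.32 (standard error 0.50, adjusted p = 3.09e-06 from edgeR's quasi-likelihood test). A second one (ppt_140062) was at 103 ± 2.87 CPM in ES2 and 0.538 ± 0.152 CPM in EC (log2 fold change 7.60, standard error 0.68, adjusted p = 2.02e-07). A cationic amino acid transporter (CAT6, ppt_202096) was at 40.8 ± 4.06 CPM in ES3 and 6.16 ± 0.226 CPM in C (log2 fold change 2.73, standard error 0.18, adjusted p = 5.07e-09). Spermidine synthase (ppt_143496) had log2 fold changes of -2.59 in ES1 against PC (standard error 0.18, adjusted p = 1.68e-08) and of -1.72 in ES2 against EC (standard error 0.17, adjusted p = 7.4e-07). Polyamine oxidase 5 (ppt_220650), which breaks polyamines down, was lower in the same comparisons by log2 fold changes of -3.67 and -3.77. Of the 41 measured transcripts of nitrogen and amino acid metabolism and transport, 18 were higher and 15 lower in ES1, 18 and 17 in ES2, and 20 and 5 in ES3. In ES3 these were 30 and 2 with library size alone. Enzymes of phenylalanine and phenylpropanoid synthesis also went both ways. Of 43 measured transcripts, 26 were higher and 12 lower in ES1 than in PC, 23 and 15 in ES2 than in EC, and 31 and 7 in ES3 than in C. Caffeic acid O-methyltransferase (ppt_87978), an enzyme of monolignol synthesis, was at 201 ± 26.3, 119 ± 14.7 and 176 ± 26.5 CPM (SD, n = 3) in ES1, ES2 and ES3 and at 1.86 ± 0.503, 1.18 ± 0.352 and 5.84 ± 2.06 CPM in PC, EC and C. Its log2 fold changes were 6.75, 6.67 and 4.92 (standard errors 0.31, 0.31 and 0.28, adjusted p = 3.81e-10, 2.93e-10 and 1.3e-09 from edgeR). An EPSP synthase of the shikimate pathway (ppt_146849) had one of 2.98 in ES1 against PC (standard error 0.41, adjusted p = 1.42e-05). A transcript of arogenate dehydratase (ppt_96282), which makes phenylalanine, was close to absent from somatic embryos, at 0.0236 ± 0.0409 CPM in ES1 and 17.2 ± 1.37 CPM in PC. The paper describes a family of these enzymes. Its quantitative PCR had the members ADT-F and ADT-G lower in the somatic lines than in zygotic embryos, at ES2 and at ES3. The exception it gives is ADT-G in PN519, which was higher than in zygotic embryos at ES2. The paper pairs these members with primers and not with transcript identifiers, so ppt_96282 was not matched to a member. Absence from the genotype of line PN519 stays open for ppt_96282, since embryo type and genotype go together. The log2 fold changes of ppt_96282 were -9.53, -11.23 and -9.77 (standard errors 0.50, 0.52 and 0.43, adjusted p = 1.07e-09, 2.93e-10 and 1.2e-10). Flavanone 3-hydroxylase (ppt_120253) had one of -4.85 in ES1 against PC (standard error 0.35, adjusted p = 8.59e-08) and was at least 618-fold lower in ES2 than in EC, where it was at 0 in ES2. Both lists come from names in tables that the study made from these samples and are not independent evidence of a direction, and adjusted over the list alone the counts were the same.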

### Search for Hub Genes During Maritime Pine Embryo Development

Next, we searched for genes with a high level of connectivity in each module. As described in section “Materials and Methods” the 10% of the transcripts with more connections were considered hub genes. Using this criterion, a total of 1,657 hub genes were listed across modules and annotated in Supplementary Table 3, and further characterized (Figure 4). Establishing a hierarchical cluster of hub genes based on the whole dataset, we obtained a heatmap showing the relationship of these highly connected genes with the corresponding embryo developmental stage. As shown in Figure 4A, a greater generalized expression of the hub genes was observed at early stages of the development in both zygotic and somatic embryos.

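Among 1411 hub genes that pass the expression filter, more fell than rose from the first to the last stage in both embryo types. In somatic embryos 337 were lower in ES3 than in ES1 and 167 higher. In zygotic embryos 779 were lower in C than in PC and 232 higher. Of the other kept transcripts, 14.88% were lower in ES3 than in ES1 against 23.88% of the hub genes, and 29.54% were lower in C than in PC against 55.21% of the hub genes. In both embryo types 290 hub genes fell and 108 rose, while 12 fell in somatic and rose in zygotic embryos and 25 did the reverse. ES1 had the highest somatic mean for 768 hub genes (54.43%), ES2 for 281 and ES3 for 362. PC had the highest zygotic mean for 773 (54.78%), EC for 300 and C for 338. Scaled by library size alone, 522 were lower in ES3 than in ES1, and 112 were higher in C than in PC. The hub genes under the filter are not in these counts, and 234 of them are turquoise. Of the 172 measured turquoise hub genes, more rose than fell with TMM. In ES3 against ES1 61 rose and 6 fell, and in C against PC 105 rose and 7 fell.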

**FIGURE 4:**
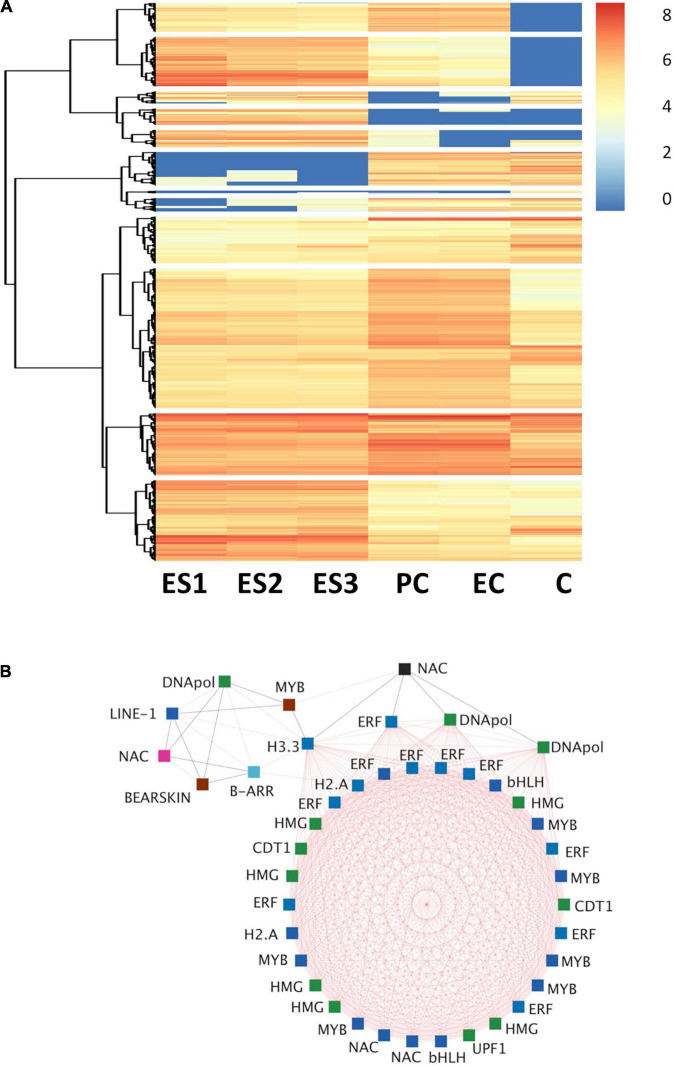
Identification of hub genes and transcription factors. **(A)** Hierarchical clustering and heat map of hub genes differentially expressed in somatic: ES1, ES2, and ES3 and zygotic: PC, EC, and C embryos. The heat map represents a total number of 1657 hub genes with connectivity >10% (see section “Materials and Methods”). The hierarchical clustering was performed using Ward’s minimum variance method. **(B)** Co-expression network interactions of TF hub genes differentially expressed during pine embryo development. TFs included are: NAC domain protein (NAC), Myb-related protein (MYB), ethylene-responsive TF (ERF), protein BEARSKIN, high mobility group B protein (HMG), histone H3.3, histone H2A, chromatin licensing and DNA replication factor 1 (CDT1), DNA polymerase (DNApol), regulator of nonsense transcripts 1-like protein (UPF1), bHLH, LINE-1 reverse transcriptase isogeny (LINE-1) and type-B response regulator (B-ARR). Cytoscape version 3.9.1 platform was used to visualize the network (Shannon et al., 2003). Square symbols mean TF, blue edges indicate negative co-expression associations and red edges indicate positive co-expression associations. Colors inside each symbol agree with the co-expression module where the gene is included (see Figure 3).

To gain insights into the regulation of maritime pine embryos special attention was given to the identification of TFs that were at the same time hub genes (Supplementary Table 4). The presence of B-ARR and ERF protein families, whose members have been described as participating in the regulation of plant development, was particularly noteworthy. A total of 63 hub genes were classified as TFs, and their distribution in the different co-expression modules was uneven. 

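Among the 55 hub transcription factors (TFs) that pass the expression filter, most were higher in zygotic embryos at the first and second stages, and more were higher in somatic than in zygotic embryos at the third. In ES1 against PC 8 were higher and 43 lower, in ES2 against EC 8 and 46, and in ES3 against C 26 and 8. The somatic ones of the early stages lie in the black, brown, magenta and yellow modules. The NAC protein of the magenta module (ppt_58155) was at 60.2 ± 1.32 CPM (SD, n = 3) in ES1 and 2.77 ± 0.878 CPM in PC, a log2 fold change of 4.45 (standard error 0.40, adjusted p = 2.09e-07 from edgeR). It was 8.65 in ES3 against C (standard error 0.59, adjusted p = 6.41e-09). The NAC proteins of the black module (ppt_207949 and ppt_207946) had log2 fold changes of 5.22 and 5.58 in ES1 against PC (standard errors 0.56 and 0.54, adjusted p = 1.34e-06 and 4.98e-07) and of 1.28 and 1.27 in ES3 against C (standard errors 0.40 and 0.37, adjusted p = 0.0103 and 0.00706). By module, the 63 TFs divide into 34 in blue, 13 in green, 8 in turquoise, 3 in magenta, 2 in black, 2 in brown and 1 in yellow. The number higher in C than in ES3, 8 with TMM, was 2 with library size alone and 5 without C replicate 2.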

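ERF proteins, ethylene-responsive regulators, were the largest family of hub TFs, with 10 members. In edgeR's test 9 were lower in ES1 than in PC, 9 were lower in ES2 than in EC and 8 were higher in ES3 than in C, and the others did not pass. The interaction of stage and embryo type passed for 9. ERF012 (ppt_3095) was at 1.95 ± 0.376 CPM (SD, n = 3) in ES2 and 14.2 ± 1.83 CPM in EC, a log2 fold change of -2.87 (standard error 0.35, adjusted p = 5.29e-06), and it was 5.09 in ES3 against C (standard error 0.68, adjusted p = 8.04e-06), at 1.04 ± 0.411 CPM against 0.0296 ± 0.0513 CPM. Of 7 MYB proteins that pass the expression filter, 6 were lower in ES1 than in PC and 6 in ES2 than in EC, and 5 were higher in ES3 than in C. A match of TRANSPARENT TESTA 2 (ppt_129370), a regulator of proanthocyanidins in the seed coat, was at 0.0376 ± 0.0651 CPM in ES1 and 5.27 ± 0.186 CPM in PC (log2 fold change -6.95, standard error 0.73, adjusted p = 2.73e-06). NAC100 (ppt_183181) had log2 fold changes of -2.65, -1.86 and 2.06 in the 3 stage comparisons (standard errors 0.27, 0.26 and 0.33, adjusted p = 7.4e-07, 1.94e-05 and 4.19e-05). A transcript the paper lists as b-Zip (ppt_72463), with a name that matches a LINE-1 reverse transcriptase, was lower in all 3, with log2 fold changes of -1.68, -2.16 and -2.24 (standard errors 0.43, 0.44 and 0.44, adjusted p = 0.00335, 0.000539 and 0.000296).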

The module with the highest number of hub genes that are at the same time TFs was the blue module with 34 regulatory genes belonging to the NAC, ERF, Myb, and b-Zip families, although the most abundant were included in the ERF family with 10, and the MYB family with 6 representatives. 

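All 7 HMG proteins, high mobility group proteins that bend DNA, were lower in ES1 than in PC and lower in ES2 than in EC. In ES3 against C the 7 did not pass with TMM, while 6 were higher with library size alone. HMGB7 (ppt_230049) was at 4.35 ± 0.694 CPM (SD, n = 3) in ES1 and 20.4 ± 3.05 CPM in PC, a log2 fold change of -2.23 (standard error 0.24, adjusted p = 1.68e-06 from edgeR). A second HMGB7 match (ppt_230052) had one of -2.37 in ES2 against EC (standard error 0.26, adjusted p = 1.61e-06). CDT1 (ppt_224322), which licenses replication origins, had log2 fold changes of -1.15 and -1.49 in these comparisons (standard errors 0.19 and 0.19, adjusted p = 8.42e-05 and 7.24e-06). In ES3 against C its value was -0.11 (standard error 0.19, adjusted p = 0.638), which is 1.05 with library size alone. The 8 turquoise TFs, AT-hook proteins among them, all lie under the filter and were not tested. The most abundant, MYB5 (ppt_183013), was at 4.67 ± 1.15 CPM in C and 1.99 ± 1.47 CPM in ES3, in plain CPM.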

The other modules with the highest representation of hub regulatory genes were the green module, with 13 genes mainly belonging to the HMG group, and the turquoise module, with eight members, two of which were B-ARR. There were some modules without representation of hub regulatory genes, mainly including those that were integrated by a small number of genes: cyan, greenyellow, gray60, lightcyan, lightgreen, midnight blue, pink, purple, red, salmon, or tan.

A gene co-expression network analysis was performed for relevant hub TFs exhibiting the highest number of connections to construct a network diagram (Figure 4B). The aim was to provide a greater understanding of the cellular and metabolic functions related to the selected TFs. 

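During somatic development 3 of the 55 measured hub TFs rose from ES1 to ES3, 17 fell and 35 did not pass edgeR's test. The 3 that rose were the black-module NAC proteins ppt_207949 and ppt_207946 and the brown-module MYB30 (ppt_241345). Their log2 fold changes in ES3 against ES1 were 2.00, 2.14 and 1.55 (standard errors 0.41, 0.38 and 0.28, adjusted p = 0.000716, 0.000239 and 6e-04). The NAC protein ppt_207949 went from 2.78 ± 0.618 CPM (SD, n = 3) in ES1 to 6.13 ± 0.2 CPM in ES2 and 11.1 ± 2.57 CPM in ES3. All 7 HMG proteins fell, one of them (ppt_230054) by a log2 fold change of -1.37 (standard error 0.19, adjusted p = 2.6e-05). Of 10 ERF proteins 5 fell, ERF012 (ppt_3095) by a log2 fold change of -2.82 (standard error 0.36, adjusted p = 1.14e-05), and 5 did not pass. Of 5 NAC proteins 2 rose and 2 fell. NAC100 (ppt_183181) fell by a log2 fold change of -1.52 (standard error 0.27, adjusted p = 0.000221). The bHLH62 match (ppt_202457) was at 3 ± 1.03 CPM in ES1 and 4.31 ± 0.374 CPM in ES3 (log2 fold change 0.53, standard error 0.28, adjusted p = 0.122). In zygotic embryos 45 of the 55 were lower in C than in PC and 2 were higher. With library size alone 27 were lower in ES3 than in ES1. Without ES1 replicate B, and without ES3 replicate C, 5 rose.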

The co-expression network include TFs mainly of the NAC, MYB, ERF, HMG, and bHLH families and their expression increased during the development of somatic embryos. Among them, a member of B-ARR was identified acting as a main regulator of the network. 

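Both B-ARR transcripts of the turquoise module, type-B response regulators of cytokinin signaling, were close to undetected in these libraries. Transcript ppt_126091 had 4, 0 and 7 counts summed over the 3 libraries of ES1, ES2 and ES3, and 18, 18 and 10 in PC, EC and C. Its highest count in any library was 10, which is 0.36 CPM, and 7 of the 18 libraries had none. Transcript ppt_126093 had 2, 8 and 10 counts in ES1, ES2 and ES3, and 38, 28 and 15 in PC, EC and C, with a highest count of 23 (0.719 CPM). Both lie under the filter of 2 CPM in 6 libraries and were not tested. Per library ppt_126093 averaged 0.416 ± 0.263 CPM (SD, n = 3) in PC and 0.092 ± 0.0744 CPM in ES3, in plain CPM.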

Figure 5 shows the co-expression network of *B-ARR* from the turquoise module. This TF is related to other regulatory and structural genes involved in nutrition: (i) nitrogen, nitrite reductase, cysteine synthase, and transporters such as UMAMIT and CAT; (ii) carbon, starch synthase, phosphoglycerate kinase, phosphoenolpyruvate carboxylase, ribulose bisphosphate carboxylase small subunit, sedoheptulose-1,7-bisphosphatase; and (iii) sulfur and phosphate, sulfate transporter 3.1, and protein phosphate starvation 3 as well as other TFs such as CCCH zinc fingers, JAZ and HD-Zip members. As nutrition is essential for embryo development the functional characterization of *B-ARR* deserves special attention.

**FIGURE 5:**
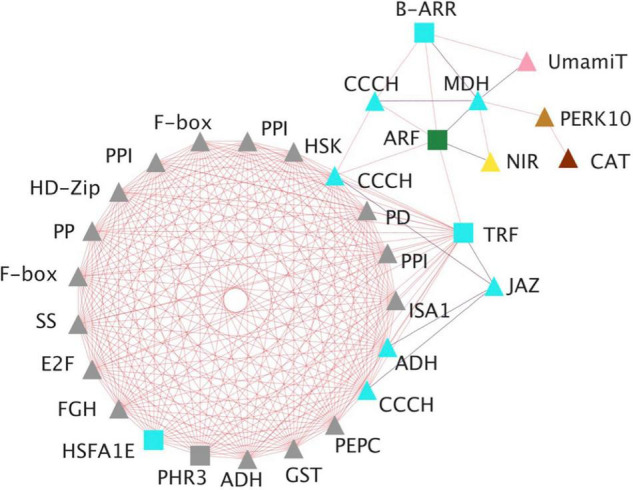
Graphical view of the *B-ARR* gene co-expression network. Genes included are those encoding: E2F, E2F-like protein; PHR3, protein phosphate starvation response 3; PERK10, proline-rich receptor-like protein kinase; PPI, peptidyl-prolyl *cis-trans* isomerase; GST, glutathione S-transferase; F-box, F-box/kelch-repeat protein; JAZ, jasmonate ZIM-domain protein; PEPC, phosphoenolpyruvate carboxylase; PP, serine/threonine-protein phosphatase; PD, prephenate dehydrogenase; ADH, alcohol dehydrogenase; HSK, homoserine kinase; FGH, S-formylglutathione hydrolase; MDH, malate dehydrogenase; CCCH, zinc finger CCCH domain; HD-Zip, homeobox-leucine zipper-like protein; RABA1f, ras-related protein; ISA1, isoamylase 1; NIR, ferredoxin–nitrite reductase; HSFA1E, heat stress TF A-1e; GST, glutathione S-transferase; ARF, auxin response factor; CAT, cationic amino acid transporter, usually multiple amino acids move in and out transporter (UMAMIT), starch synthase (SS) and telomeric repeat binding protein (TRF). Cytoscape version 3.9.1 platform was used to visualize the network (Shannon et al., 2003). Square symbols mean TF, triangles mean no-TF, blue edges indicate negative associations and red edges indicate positive associations. Color inside each node means the co-expression module where the gene is included. Gray symbols represent genes that in the B-ARR interaction network are only expressed in the cotyledonary stage (C) of the zygotic embryos.

### Validation of Differentially Regulated Pathways in Several Lines of Somatic Embryos

As transcriptome and co-expression network analyses of zygotic and somatic embryos were performed in a single embryogenic line (PN519), subsequent experiments were performed to elucidate whether the observed differences could be related to the SE protocol or rather to the characteristics of the embryogenic line itself. The transcript levels of regulatory and structural genes were assessed in PN519 as well as in 3 additional embryogenic lines (PP7, PP8, and PP10). PN519 is routinely used at different laboratories since 1999 and typically exhibits high embryogenic ability (mean of 94 SE g^–1^ fresh mass embryogenic tissue, Lelu-Walter et al., 2016; Trontin et al., 2016a). In contrast, PP7, PP8, and PP10 are 3 lines initiated more recently (2020) and showing quite low embryogenic ability (PP7: 16 SE g^–1^; PP8: 26 SE g^–1^; PP10: 19 SE g^–1^). Gene expression was studied at stages ES2 (precotyledonary) and ES3 (cotyledonary) of SE and stages EC (early cotyledonary) and C (cotyledonary) of ZE.

Figure 6 shows the expression levels of several hub regulatory genes previously identified by gene network analysis. No major differences were observed in the transcript levels of two NAC genes among the SE lines examined. In contrast, a MYB from the brown module depicted increased levels of expression in the three SE lines that exhibits a lower embryogenic capacity.

**FIGURE 6:**
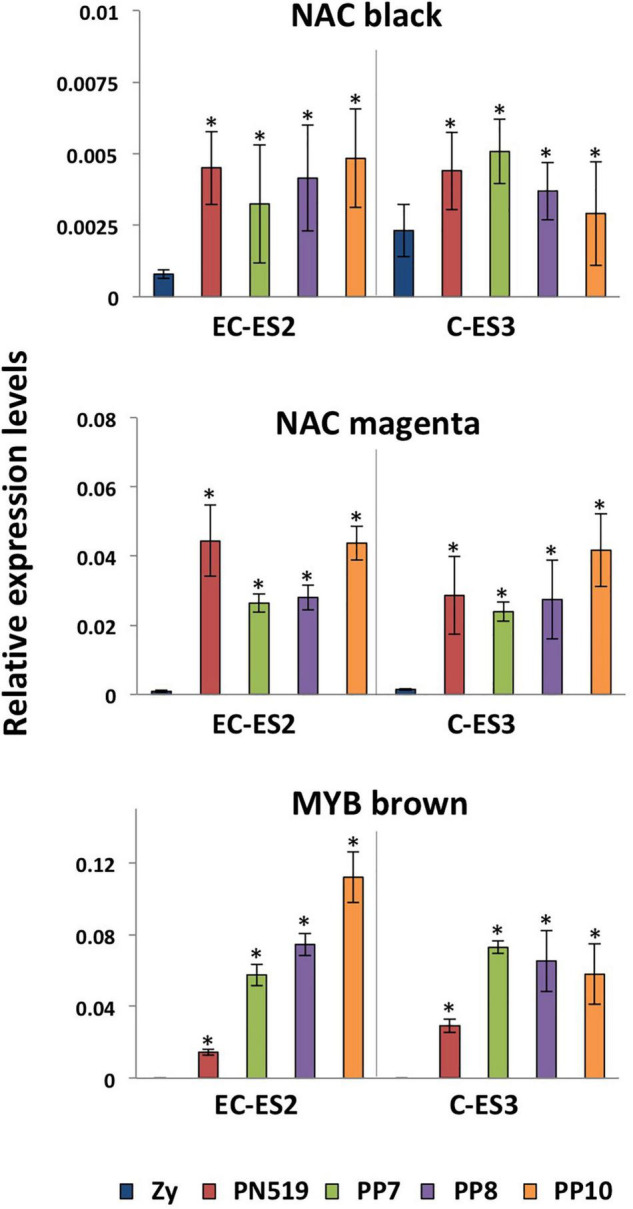
Expression patterns of regulatory hub genes. Quantitative analysis of transcript levels for genes that are differentially expressed in zygotic embryos (Zy) at early cotyledonary (EC) and cotyledonary stages (C) versus four somatic lines, PN519, PP7, PP8, and PP10, at pre-cotyledonary opaque (ES2) and cotyledonary (ES3) stages. Genes included in the analysis were those encoding NAC black, NAC magenta, and MYB brown in reference to the co-expression module where the TF is included. Each value is the mean ± standard deviation of three biological replicates. Asterisks indicate significant differences between zygotic and somatic samples calculated using Student’s *t*-test (*P* < 0.05). The expression level for all genes was normalized using Actin-7 as a reference.

Considering that N is an important nutrient involved in embryo development, the amino acid metabolism was also studied. Gene expression related to arginine metabolism is shown in Figure 7. The relative abundance of transcripts for glutamine synthetase (GS1b) in the four embryogenic lines was higher than that in zygotic embryos at either the EC-ES2 or C-ES3 stage. In contrast, the expression levels of *Asparaginase* (*ASPG*) were lower in the four lines at the EC-ES2 stage, although similar expression levels were found at the C-ES3 stage, with the exception of the PN519 line, which still exhibited lower transcript abundance than the zygotic line. *Argininosuccinate synthetase* (*ASS*) transcripts displayed a slight increase in the embryogenic lines compared to those observed in the zygotic samples for both the EC-ES2 and C-ES3 stages. *Arginase* (*ARG*) expression showed a clear induction at the stage EC-ES2 for all embryogenic lines (as *GS1b*), although in C-ES3, no major differences were observed between lines and zygotic embryos, except for PN519 showing a different pattern of reduced expression. PN519 was the unique line showing increased levels of transcripts encoding delta-1-pyrroline-5-carboxylate dehydrogenase (P5CDH) in zygotics at both stages examined.

**FIGURE 7:**
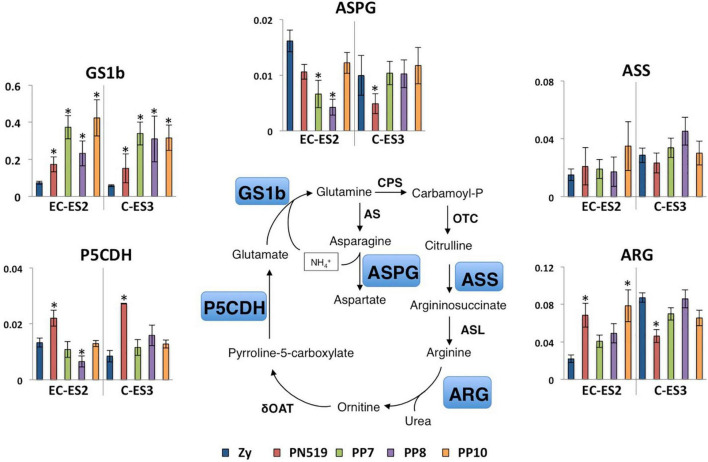
Differential expression of genes involved in arginine metabolism. Quantitative analysis of transcript levels for genes that are differentially expressed in zygotic embryos (Zy) at early cotyledonary (EC) and cotyledonary stages (C) versus four somatic lines, PN519, PP7, PP8, and PP10, at pre-cotyledonary opaque (ES2) and cotyledonary (ES3) stages. Genes included in the analysis were those encoding glutamine synthetase (GS1b), asparaginase (ASPG), argininosuccinate synthase (ASS), arginase (ARG) and pyrroline-5-carboxylate dehydrogenase (P5CDH). Each value is the mean ± standard deviation of three biological replicates. Asterisks indicate significant differences between zygotic and somatic samples calculated using Student’s *t*-test (*P* < 0.01). The expression level for all genes was normalized to that of Actin-7 as a reference gene.

The differential expression of genes involved in the biosynthesis and metabolic fate of phenylalanine and tyrosine is shown in Figure 8. No changes in the expression of *ADH*, a gene involved in tyrosine biosynthesis, were apparent at stages EC-ES2. However, decreased levels of *ADH* transcripts in the four embryogenic lines were recorded when compared to those in zygotic embryos later in development (C-ES3). The expression levels of two members of the *ADT* gene family were also assessed: ADT-F, a typical ADT from conifers with unknown function, and ADT-G, an arogenate dehydratase also exhibiting prephenate dehydratase (PDT) activity (El-Azaz et al., 2016). *ADT-F* and *ADT-G* expression levels were lower at both stages in the embryogenic lines except for line PN519, which exhibited higher expression of *ADT-G* at EC-ES2. Phenylalanine is the precursor of many secondary metabolites and structural components in vascular plants, such as lignin. Regarding metabolic utilization of phenylalanine for the biosynthesis of phenylpropanoids all genes examined exhibited enhanced expression levels in the four embryogenic lines (Figure 8).

**FIGURE 8:**
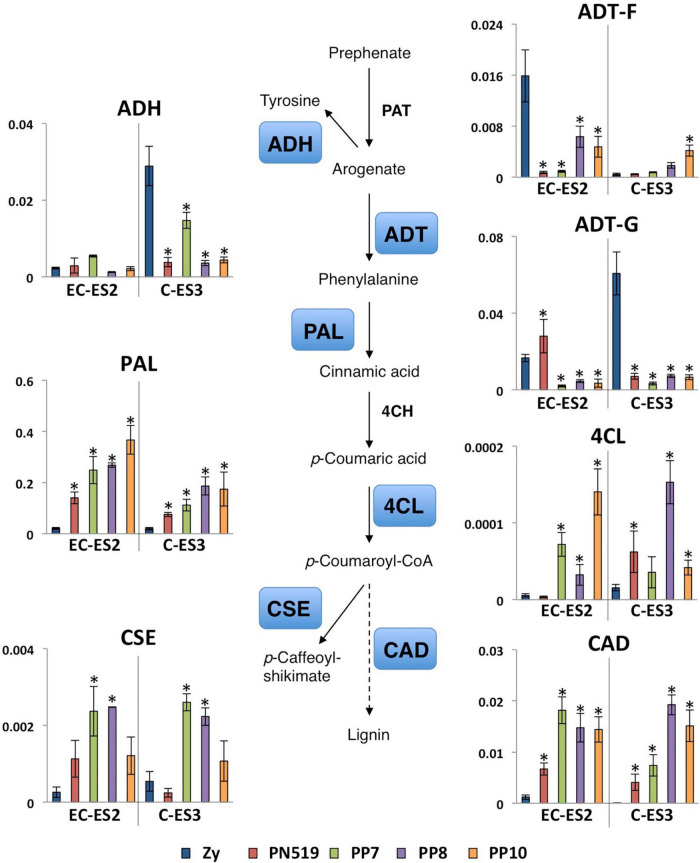
Differential expression of genes involved in phenylalanine biosynthesis and utilization. Quantitative analysis of transcript levels for genes that are differentially expressed in zygotic embryos (Zy) at early cotyledonary (EC) and cotyledonary stages (C) versus four somatic lines, PN519, PP7, PP8, and PP10, at pre-cotyledonary opaque (ES2) and cotyledonary (ES3) stages. Genes included in the analysis were those encoding arogenate dehydratase (ADT-F and ADT-G isoforms) ADH, arogenate dehydrogenase; PAL, phenylalanine ammonia-lyase; 4CL, 4-coumaroyl-CoA ligase; CSE, caffeoyl shikimate esterase; and CAD, cinnamyl alcohol dehydrogenase. Each value is the mean ± standard deviation of three biological replicates. Asterisks indicate significant differences between zygotic and somatic samples calculated using Student’s *t*-test (*P* < 0.01). The expression level for all genes was normalized to that of Actin-7 as a reference gene.

## Discussion

A transcriptomic general survey previously performed in maritime pine zygotic embryos revealed the high representation of transcripts involved in carbohydrate metabolism, monosaccharide transport and the possible role of epigenetic regulation (de Vega-Bartol et al., 2013; Rodrigues et al., 2018). The aim of this work was to have an overview of the transcriptome dynamics in both systems, to identify pathways/genes that are differentially represented, and which regulators of gene expression could be identified with an emphasis on regulatory hub genes, i.e., those with the highest interactions within co-expression groups. The final goal was to pave the way for subsequent comparative studies of zygotic and somatic embryogenesis in plants with a biotechnological, practical dimension addressed to improve the quality and ultimately the vigor of SE plants. Somatic embryogenesis in maritime pine has been significantly refined but one major problem remaining is low initial vigor of somatic seedlings at field compared to standard, reference seedlings (Trontin et al., 2016a). Although the somatic seedlings regain normal growth after 2–3 seasons, the initial time lag is a major limitation for the practical implementation of the technology by foresters, particularly considering the competition with weeds which is very strong the first year after planting.

### What Have We Learned From the Transcriptome Differential Analysis?

Transcriptome analyses have shown that the number of genes differentially expressed during the maturation of zygotic embryos does not change substantially when considering the precotyledonary, early cotyledonary or cotyledonary stages. Approximately 1600 genes in each case were overrepresented during zygotic embryo development, and 50% of them were common in all three stages, showing functions that were found to be underrepresented in the development of somatic embryos (Figure 2). Conserved functions predominantly represented in zygotic over somatic embryos were cellular metabolic processes involving macromolecules, nucleotides and nucleic acids, which are necessary to assist the growth of new plants (Supplementary File 3). These findings agree with those of a previous study of transcriptome dynamics in *Pinus sylvestris* zygotic embryos (Merino et al., 2016). The number of genes exclusively overrepresented in each zygotic phase increased from the precotyledonary stage to the cotyledonary stage as expected for a process of increasing complexity as the embryo develops. The number of DEGs overexpressed in common between stages was highest for the PC and EC stages suggesting that these 2 stages are less differentiated compared to the C stage in accordance with de Vega-Bartol et al. (2013). In contrast, the number of genes overrepresented in the somatic embryos was higher than in zygotic embryos, increasing from 3,000 genes in stages ES1 (early stage) and ES2 (pre-cotyledonary) up to 4,800 in ES3 (cotyledonary). It would be interesting to see how these differences translate at the functional proteomic level. Functional categories for common genes in somatic stages were those related to developmental and metabolic processes and regulation of metabolic processes (Supplementary File 4). Remarkably, a high number of genes involved in regulation were differentially represented in somatic embryos. The gene co-expression modules overrepresenting functions in somatic embryos were consistent with the global transcriptomic analyses previously performed. In fact, eight modules contain genes with a higher expression level in somatic embryos at all developmental stages examined (Figure 3). These results clearly indicate that changes in the transcriptome were much more pronounced in somatic than in zygotic embryos. Some metabolic pathways were found more represented in somatic embryos such as nitrogen metabolism, biosynthesis of aromatic amino acids and phenylpropanoids. There was also prevalence of genes involved in oxidation-reduction processes. Nitrogen-related metabolic variations are key issues during conifer somatic embryogenesis up to the germination phase (Pérez-Rodríguez et al., 2006; Dowlatabadi et al., 2009; Businge et al., 2013; Llebrés et al., 2018b). In addition, pathways related to secondary metabolisms such as phenylpropanoids or oxidation-reduction have been involved in stress resistance processes (defense functions) associated with embryo development such as maintenance of efficient cellular homeostasis [reviewed in Trontin et al. (2016c)]. Taken together, the above findings suggest that during late embryogenesis there is a readjustment in transcriptome dynamics allowing compliance with the developmental program that is well established during embryogenesis. To gain insights into how gene expression is reprogrammed during somatic embryo development a systems biology approach was followed to identify relevant regulatory genes involved in the observed changes.

### Identification of Hub Genes and Molecular Signaling in Maritime Pine Embryos

Information processing is essential to ensure that an efficient response can be translated into development. In regulation, signaling linear cascades are combined in multidimensional networks to develop greater specificity and allow successful integration of signals (Milo et al., 2002). The data shown in Figure 4 indicate that most identified hub genes were highly expressed at early stages of embryo development, either somatic or zygotic. These results suggest that molecular and functional interactions are essential during the initial steps of embryo development since there are many processes that must start to guarantee that the final cotyledonary, mature embryo is fully functional. Furthermore, the transcriptional analyses revealed that many TFs were differentially expressed during somatic and zygotic embryogenesis and allowed to identify those that were hub genes themselves. Although their functions must be validated, it is interesting to highlight the identification of B-ARR as one of the TFs with the highest connectivity among the hub regulatory genes. *B-ARR* genes are members of the GARP family of TFs initially identified in *Arabidopsis* as transcriptional effectors downstream of cytokinin network signaling (Kieber and Schaller, 2014; Xie et al., 2018). Cytokinin is a phytohormone that is involved in almost every aspect of plant growth and development. It was first characterized by its ability to promote cell division (Skoog and Miller, 1957), and since then, its roles in many cellular processes have been reported (Kieber and Schaller, 2014). In conifers, there is now some discussed evidence that cytokinins are involved in maintenance of the embryogenic state (Gautier et al., 2019), embryo development (Li et al., 2017) as well as transduction of environmental signals resulting in plant phenotypic plasticity (Castander-Olarieta et al., 2021; Trontin et al., 2021). The GARP family includes regulatory genes involved in the control of plant responses to nutrients and it has been proposed to also include nutrient sensors (Safi et al., 2017). The network generated by this hub gene includes TFs belonging to other families, which suggests a multitude of transcriptional controls over other pathways. It is noteworthy that the regulation of transport and mobilization of amino acids during embryogenesis (Llebrés et al., 2018b) and seed development (Besnard et al., 2018) are important N bottlenecks in pine. In this sense, the identification of transporters such as UMAMIT in the *B-ARR* gene network provides new insights into the availability, transport and use of N at early stages of pine embryo development.

### Regulatory and Structural Genes Were Differentially Regulated in Several Somatic Embryogenic Lines

While the above results provide new insights into how maritime pine SE is regulated, they have the potential limitation of being acquired using a single embryogenic line with robust ability to produce cotyledonary embryos (PN519). To confirm the data derived from the system genetics approach, the transcript levels of candidate genes were validated by quantitative analyses in distinct embryogenic lines with lower embryogenic ability.

Differences were observed in the relative expression of regulatory genes, that allowed the identification of a Myb TF likely associated to the distinct embryogenic capacity of the lines (Figure 6). These findings points to that the functional dissection of the hub gene networks can provide valuable knowledge for improving the maturation of somatic embryos.

As the availability of organic N is strongly connected with the growth and development of forest trees (Castro-Rodriguez et al., 2016; Cánovas et al., 2018), metabolic pathways related to amino acid metabolism were also selected for validation analysis. Moreover, several key enzymes of amino acid metabolism, such as N-acetyl glutamate kinase (Huang et al., 2017), prephenate aminotransferase (Pagnussat et al., 2005) and arogenate dehydratase (El-Azaz et al., 2018), have been shown to be essential for embryo development.

The biosynthesis of arginine occurs in plastids from glutamine and glutamate via a cyclic pathway leading to ornithine synthesis and a linear pathway converting ornithine to arginine. The whole pathway is regulated by allosteric inhibition of N-acetylglutamate kinase (NAGK) and ornithine transcarbamylase (OTC) by arginine (Llebrés et al., 2018b; Urbano-Gámez et al., 2020). However, when high levels of nitrogen (N) are available, the protein sensor PII interacts with NAGK to relieve this feedback control, increasing the metabolic flux through the pathway for N storage (Llaìcer et al., 2008). Two isoproteins of PII, PIIa, and PIIb, have been described in maritime pine, with PIIa being the predominant form in developing embryos (Llebrés et al., 2020). Compared to zygotic embryos, the enhanced expression of *ASS* and *ARG* genes in somatic embryos (Figure 7) is consistent with the simultaneous synthesis and degradation of arginine, as previously suggested (Pérez-Rodríguez et al., 2006; Llebrés et al., 2018b). However, other metabolic destinations for arginine such as nitric oxide, polyamines, or as precursor in proline metabolism, cannot be ruled out (Urbano-Gámez et al., 2020). Furthermore, the results also correspond to the increased ammonium reassimilation by GS1b for glutamine and asparagine biosynthesis (Cánovas et al., 2007). In fact, the release of urea and ornithine through the action of ARG and subsequent catabolism, in coordination with the activity of P5CDH, could provide not only ammonium but also glutamate for GS1b activity (Cañas et al., 2008). Asparagine is also important in N storage and mobilization in pine (Canales et al., 2012), and the observed decrease in the abundance of *ASPG* transcripts is consistent with the homeostasis of asparagine (Van Kerckhoven et al., 2017; Figure 7).

Another source of ammonium to be reassimilated by GS1b would be the deamination of phenylalanine for the biosynthesis of phenylpropanoids (Craven-Bartle et al., 2013; Pascual et al., 2016), a metabolic pathway highly induced in somatic embryos. The downregulation of *ADH* in the embryogenic lines suggests that tyrosine biosynthesis is not operative, and therefore, most of the arogenate from the shikimate pathway is channeled to phenylalanine biosynthesis. The existence of a more complex secondary metabolism in conifers (Warren et al., 2015) with more genes involved in phenylalanine utilization has been suggested to be correlated with a more complex family of ADT/PDT enzymes in plants (El-Azaz et al., 2016). In fact, the *ADT* gene family is in pine represented by more members than in angiosperms (El-Azaz et al., 2016, 2020). *ADT-F* and particularly *ADT-G* were downregulated in all the embryogenic lines (Figure 8). *ADT-F* is a conifer-specific gene of unknown function; however, *ADT-G* is an ortholog of *ADT2*, an essential gene for seed development in *Arabidopsis* (El-Azaz et al., 2018). As *ADT-G* encodes a bifunctional enzyme exhibiting ADT and PDT activities (El-Azaz et al., 2016), these results suggest that the phenylpyruvate pathway would be blocked, and therefore, the biosynthesis of phenylalanine would take place preferentially through the arogenate pathway. While ADT-G is strongly regulated by feedback control of its reaction product, other members of the ADT family are deregulated and therefore able to produce massive levels of phenylalanine which are channeled for increased phenylpropanoid biosynthesis (El-Azaz et al., 2020, 2021). The induction of *PAL*, *4CL*, *CSE*, and *CAD* genes in the embryogenic lines is consistent with the above hypothesis. This induction can be considered a response to changes in the abiotic environment that is likely mediated by increased biosynthesis of diverse secondary metabolites, as previously reported in woody plants (Berini et al., 2018), including during conifer embryogenesis [reviewed in Trontin et al. (2016c)]. Compared to the ZE embedded in the maternal megagametophyte which supplies nutrients and growth regulators in a dynamic way, the spatio-temporal culture environment of somatic embryos appears to be much more static and subjected to abiotic stress effects, in particular oxidative stress.

In summary, global analysis of transcriptome dynamics revealed striking differences in gene expression during late embryogenesis of somatic and zygotic embryos. Differentially regulated genes were clustered in different gene modules, and gene regulatory networks were identified and validated. Several embryogenic lines displayed changes in the regulation of metabolic pathways involved in amino acid biosynthesis, suggesting a reprogramming of N metabolism during SE in maritime pine.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194039.

## Author Contributions

ML and VC-R performed the experimental work at Universidad de Málaga and prepared the figures. IR and J-FT performed the experimental work at FCBA. CL-F performed the bioinformatic analysis of data. CÁ, FC, and J-FT conceived the project. CÁ and FC supervised the work and wrote the manuscript with contributions from J-FT, LH, ML, and VC-R. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://github.com/rafnunser/seqtrimbb

2
https://github.com/vsbuffalo/sam2counts

3
https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194039

4
https://github.com/ceslobfer/PinasterExpressionApp

## Supplementary Material

Supplementary Figure 1 Validation of differentially expressed transcripts by qPCR.

Supplementary Figure 2 Pathway map of nitrogen and arginine metabolism. A general overview of the metabolic reactions involved is shown. Differentially regulated steps are colored in the map.

Supplementary Figure 3 Pathway map of phenylpropanoid metabolism. A general overview of the metabolic reactions involved is shown. Differentially regulated steps are colored in the map.

Supplementary Table 1 Samples of somatic and zygotic embryos used for RNA sequencing.

Supplementary Table 2 List of the primer sequences used for transcript quantitative analysis.

Supplementary Table 3 List of hub genes.

Supplementary Table 4 List of hub TFs.

Supplementary File 1 Gene distribution in co-expression modules.

Supplementary File 2 Distribution of functional categories in gene modules.

Supplementary File 3 Genes differentially expressed in zygotic embryos.

Supplementary File 4 Genes differentially expressed in somatic embryos.

# Supplementary material for: Identification of Metabolic Pathways Differentially Regulated in Somatic and Zygotic Embryos of Maritime Pine
**Source:** Front Plant Sci. 2022 May 18;13:877960. doi: 10.3389/fpls.2022.877960
**Supplement:** Supplementary Table 1 — Samples of somatic and zygotic embryos used for RNA sequencing.

Supplementary Table 1. Samples of somatic and zygotic embryos used for RNA sequencing

| **Name** | **Description** | **Organism** | **Provenance** |
| --- | --- | --- | --- |
| **ES1A** | Early-stage translucent somatic embryos collected after 4-6 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES1B** | Early-stage translucent somatic embryos collected after 4-6 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES1C** | Early-stage translucent somatic embryos collected after 4-6 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES2A** | Pre-cotyledonary opaque somatic embryos collected after 6-10 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES2B** | Pre-cotyledonary opaque somatic embryos collected after 6-10 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES2C** | Pre-cotyledonary opaque somatic embryos collected after 6-10 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES3A** | Cotyledonary somatic embryos collected after 12-14 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES3B** | Cotyledonary somatic embryos collected after 12-14 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **ES3C** | Cotyledonary somatic embryos collected after 12-14 weeks of maturation | *Pinus pinaster* | Somatic line PN519 |
| **PC1** | Pre-cotyledonary zygotic embryos collected early to mid-July | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **PC2** | Pre-cotyledonary zygotic embryos collected early to mid-July | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **PC3** | Pre-cotyledonary zygotic embryos collected early to mid-July | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **EC1** | Early-cotyledonary zygotic embryos collected mid to late-July | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **EC2** | Early-cotyledonary zygotic embryos collected mid to late-July | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **EC3** | Early-cotyledonary zygotic embryos collected mid to late-July | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **C1** | Cotyledonary zygotic embryos collected from early August to early September | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **C2** | Cotyledonary zygotic embryos collected from early August to early September | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |
| **C3** | Cotyledonary zygotic embryos collected from early August to early September | *Pinus pinaster* | Seeds collected from a single seed orchard from July to November 2015 |

# Supplementary material for: Identification of Metabolic Pathways Differentially Regulated in Somatic and Zygotic Embryos of Maritime Pine
**Source:** Front Plant Sci. 2022 May 18;13:877960. doi: 10.3389/fpls.2022.877960
**Supplement:** Supplementary Table 2 — List of the primer sequences used for transcript quantitative analysis.

Supplementary Table 2. List of the primer sequences used for transcript quantitative analysis

| **Name** | **Description** | **Fwd-Primer** | **Rev-Primer** |
| --- | --- | --- | --- |
| ***Actin-7*** | *Actin-7* | ATCTCTCAGCACATTCCAACAG | TATTGCCACCATCATCTCAAGC |
| ***GS1b*** | *Glutamine synthetase b* | CAGCTTCCAACATGGACCCCTAT | TGGGGATCCCTTCGCAATTTGAC |
| ***P5CDH*** | *Pyrroline-5-carboxylate dehydrogenase* | TGTGAACGAATGCATGCCCA | GGAGCTCCTGTTGTTCGTGCA |
| ***ASPG*** | *Asparaginase* | GGAAGATGGTAAGGGTGGCC | AGGCTCTGAACATTCCCGAA |
| ***ASS*** | *Argininosuccinate synthetase* | TCCAATCAGAGTTCGAGCCA | GCTGAACTGATGCCTTATTGAC |
| ***ARG*** | *Arginase* | CGCGACACAGTTGATGGAAT | TGTCGAACTTCCTCCTGTTACA |
| ***PAL*** | *Phenylalanine ammonia-lyase* | TCGAATCTAAGTGGCGGGCCTAAT | TACATGGGTGGTGACAGGATTTGC |
| ***ADH*** | *Arogenate dehydratase* | TGTTGGTTGACTATTGTGGCCA | TGTTCTGCCGTCCCTTGGGA |
| ***CAD*** | *Cynnamyl-alcohol dehydrogenase* | TGCATGGTTGAGATTGTGGGTC | GTCCACGACGAACCTGTAACGA |
| ***CSE*** | *Caffeoyl shikimate esterase* | CATGGTTGGGCGAGAGAAGT | CCGACATCATGGCCGATTCA |
| ***4CL*** | *4-coumarate: CoA ligase 1* | CGCAATTCCCAAGTCTCCGGCT | TCAACGGTGGAGGTGGAGGT |
| ***ADT-G*** | *Arogenate dehydratase G isoform* | GTTCATGTAACTGAGAACTGGG | AACTTAGTGTCACACCCTCTC |
| ***ADT-F*** | *Arogenate dehydratase F isoform* | CTCCGTTCTTGTGACAGATCG | TTTGATCCTCAAATCCCTGTAC |
| ***ADT-J*** | *Arogenate dehydratase J isoform* | AGCACATTGTTTTCCACTGCCCT | CCAACTGAGCACTGCGGGAA |
| ***EF*** | *Elongation factor* | TGCTGTTGGAGTCATCAAGG | CATTTACCCTTCTTGGCCGC |
| ***TAT*** | *Tyrosine aminotransferase* | CAGGCTGCAATTCCACAAATCA | GCTGCACGGCTCAATAATTGC |
| ***AAAT*** | *Amino acid aminotransferase* | AGCATGGGATGGACAATGGAGGT | TGTAGGTCTGAGTGCCACTGA |
| ***NAC_38*** | *Transcription factor NAC_38* | CCAAGGAAATCAGATACGTGG | CTGATGTTGTATGATCTAGTCC |
| ***NAC_31*** | *Transcription factor NAC_31* | GATATGTCATCTGTAGTTTCG | GAAACAGCACAGTGAATTGGT |

# Supplementary material for: Identification of Metabolic Pathways Differentially Regulated in Somatic and Zygotic Embryos of Maritime Pine
**Source:** Front Plant Sci. 2022 May 18;13:877960. doi: 10.3389/fpls.2022.877960
**Supplement:** Supplementary Table 4 — List of hub TFs.

Supplementary Table 4. List of hub TFs

How the deposited data were processed for this re-analysis (not part of the article)

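RNA of maritime pine (*Pinus pinaster*) embryos was measured in 18 libraries, 3 for each of 6 stages. The somatic stages ES1, ES2 and ES3 of line PN519 carry replicate letters and the zygotic stages PC, EC and C replicate numbers. All 18 columns of the deposited table were matched to a stage and replicate by their labels, and 0 columns were left unused.

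The deposited values are read counts per transcript, whole numbers that were not normalized. According to the methods, the authors trimmed reads with SeqTrimBB, assembled them with Trinity 2.11, reduced redundancy with CD-HIT-EST, ran the Mira assembler and mapped reads with BWA MEM to the maritime pine transcriptome. They counted reads per transcript with sam2counts. The submitters' processing notes name bcl2fastq and BWA. Versions of BWA and bcl2fastq are not given in the sources used here. How reads that map to more than 1 transcript were counted is not stated in the paper's text, so counts of transcripts that share a name are uncertain. No genome was used here, so no positions are given.

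From these counts, transcripts above 2 CPM in at least 6 libraries were kept, the filter of the methods, which left 23118 of 287424. The test was edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM factors, all 18 libraries in 1 fit of 6 groups and Benjamini-Hochberg adjustment over the kept transcripts. A call needs an adjusted p under 0.05 and a log2 fold change above 1 or below -1. The methods give a fold change above 1 and the legend of Figure 2 a fold change above 2, and the second reading was used. The 7 comparisons were ES1 against PC, ES2 against EC, ES3 against C, all somatic against all zygotic libraries, the interaction of ES1 against PC with ES3 against C, ES3 against ES1, and C against PC. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. Where a group had no count, a fold is given as a lower bound against a floor of 3 counts over the group.

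Modules were followed through their hub genes, of which 1411 of 1657 were kept, and the black module also in full. A library's module value is the mean log2(CPM + 1) of its hub genes. Somatic and zygotic libraries were compared by an exact two-sided permutation test of 9 against 9, with Benjamini-Hochberg adjustment over the 13 modules with at least 10 hub genes. Its units are single libraries and not stages. With whole stages kept together there are 10 splits, too few for a share under 0.05. The 14 gene lists were fixed by keyword before the data were examined, and 635 of their 653 members were kept. They were drawn from names in the hub, black, blue and brown tables of the supplement, which the study built from these samples. The organelle list has 4 members and is described under the other observations. Names are matches in other species.

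Named transcripts follow a rule fixed at the same time. It takes the hub TFs the paper names with an identifier and the hub TF with the lowest p of each other family. It takes the 10 largest changes per stage comparison and direction among named transcripts with at least 10 CPM in the higher group and no overlap between the groups, which chance alone gives for 10% of transcripts. It also takes up to 4 members of each list with the lowest p and different names. The hub TFs and names come from the paper's tables, so they had been seen. Statements on the hub TFs that lie under the filter cover all 8 of them.

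Total counts were 22725467 to 43510184 in the 15 libraries of other stages than C and 74949347 to 89590401 in C. Counts of replicates differed by far more than sampling noise, with a chi-square per degree of freedom of 12.67 to 159.2 on pairs of libraries, which does not tell whether they are technical or biological replicates. ES3 replicate C lay farthest from its group, at 159.2 and 147.5 against replicates A and B. Intervals and floors cover counting error only. The fit was tested on simulated data for ES1 against PC, with 200 of 23118 transcripts changed, each above a mean count of 50. It called 15 of 50 with a 2-fold increase and 39 of 50 with a 4-fold increase. It called 12 of 50 that were reduced to 0.5 times and 35 of 50 reduced to 0.25 times. The median log2 fold changes were 1.05, 1.98, -0.96 and -2.02. Of 22918 unchanged transcripts it called 4.

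The alternatives set before the data were examined were other filters (1 count in any library, or 1 CPM in 3 libraries), DESeq2 size factors or library size alone in place of TMM, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, no fold threshold, an adjusted p under 0.01, only the groups compared in the fit, summed counts of transcripts with the same name, a replicate block, the median over transcripts and plain CPM for modules, and leaving out each library. Added after seeing the data were a fold threshold of 4, the deposited total as library size, a filter on the 15 libraries of other stages than C, thinning of the C counts, and fits without C or with ES1, ES2, PC and EC alone. The expression of genes by quantitative PCR in 4 somatic lines was not analysed here. The blue and brown module tables were used in part and the tables of the smaller modules were not used here.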

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

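The tests of abundant transcripts, of depth and of splits that keep whole stages together were chosen after the result they bear on was seen, and the tests of neighboring transcripts and of other splits of single libraries before.

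The difference between somatic and zygotic embryos changed from the first to the last stage, in edgeR's test of the interaction, for 5620 transcripts toward ES3 and 4117 toward ES1. For the assignment of single libraries chance can be excluded, since 1 of 100 assignments of the 12 libraries, the real one, reached 9378 calls in a fit of these groups, and the highest other gave 4325. The other assignments break up the stages, so this shows that the stages differ and not that the interaction exceeds other differences between stages. With whole stages kept together there are 3 ways to pair them, too few for a share under 0.05, and both others gave more calls than the real one, 12488 for the embryo types and 15143 for ES3 and C against ES1 and PC. By list, the interaction passed toward ES3 for 78 of 91 transcripts of DNA replication and cell division, 55 of 85 pathogenesis-related proteins and 36 of 50 transcripts of histones, chromatin and DNA methylation. It passed toward ES3 for 31 of 40 NBS-LRR resistance proteins and 31 of 47 transcripts of cell wall modification. The same direction held for 25 of 43 peroxidases and other redox enzymes, 23 of 41 transcripts of nitrogen and amino acid metabolism and 19 of 30 of auxin, gibberellin and ethylene. None of these lists changed direction with library size alone or with the deposited totals as library sizes. It passed toward ES1 for 26 of 39 enzymes of terpenoid synthesis, with 8 toward ES3, but with library size alone the numbers were 7 and 8 and with the deposited totals 4 and 9. For carbon reserves and sugar transport it passed toward ES1 for 25 of 40 and toward ES3 for 12, and with the deposited totals for 9 and 14. For storage proteins and oil bodies it passed toward ES1 for 13 of 17, and for 5 with either other scaling. These lists were drawn from tables the study made on these samples, and each has fewer names than transcripts.

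More transcripts were higher in ES3 than in C (6914) than were higher in ES1 than in PC (5589), a ratio of 1.24, and the lowest ratio with any 1 library left out was 1.2. The size of this ratio depends on the scaling, as it is 2.82 with library size alone. With the 10 most abundant kept transcripts of each C library left out, 11 in all with 24.66 to 25.8% of the kept C counts, and library size alone, 11885 were higher in ES3 and 5004 in ES1, a ratio of 2.38 (2.27 to 2.47 with any 1 library left out). Leaving them out moves C by at most 0.43 on the log2 scale, under the median of 1.34 with library size alone. A ratio of 1 was therefore out of reach in this fit, so the 2.38 decides nothing about these 11 transcripts. The bound shows only that they cannot make up that median by themselves. A part played by them and a wider difference in composition stay open. The tables argue against depth, by thinning the C counts to the mean total of the other libraries, which gave 6963 and 5613, again a ratio of 1.24. Reads of C counted on neighboring transcripts that hold no counts elsewhere were predicted to raise the share with such a neighbor. Transcripts higher in ES3 had one in 17.6% of cases against 24.1% of transcripts called in neither direction, a ratio of 0.728 (95% interval 0.673 to 0.792). The prediction was not met. The test cannot exclude such counting, since neighbors tend to be related and the groups were not matched for expression in C. The number for ES2 against EC, 5251, is the lowest of the 3. What stays open, beside the difference in composition and counting on neighbors, is a larger difference at the last pair of stages, which may reflect development, genotype or culture. A difference in how the C libraries were mapped before deposit also stays open and was not tested.

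In C, 23171 transcripts lay above 2 CPM on average and were at 0 in each of the other 15 libraries. The legend of the B-ARR network in the paper marks genes expressed at this stage alone. Which of the 23171 are particular to the stage cannot be told here. The other 15 libraries, of both embryo types, held counts for 25775 transcripts in all and none for 137783 that had counts in C. The most abundant of the 137783 had a mean count of 158549 in C. Zeros this complete argue against expression at this stage as the whole source, for the 137783 as a set. Each C library held counts for 132828 to 136626 transcripts, against 24704 to 25194 in the other libraries. A difference in how the C libraries were mapped or filtered before deposit was not tested.

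For each pair of stages the 6 libraries make 10 splits, too few for a share under 0.05, and only the real split, 1 of 10, gave calls. It gave 8845 calls for ES1 against PC, 9213 for ES2 against EC, 9690 for ES3 against C, 6994 for ES3 against ES1 and 13109 for C against PC, and the highest of the other splits gave 0 in each. For all somatic against all zygotic libraries chance can be excluded for the split of single libraries, since 1 of 100 random splits, the real one, reached 5869 calls and the highest other gave 1489. These splits also break up the stages. With whole stages kept together there are 10 splits, too few for a share under 0.05, and ES1, PC and EC against the others gave 7314 calls, more than the real one, which points to differences between stages as large as those between embryo types.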

How the results depend on the processing

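Directions and calls held for most results under most settings, and the choices of scaling and of fold threshold moved the most results. With DESeq2 size factors all 61 results kept their direction and side of the threshold, or stayed within 1.5 times their count, and with DESeq2 and with edgeR's likelihood ratio test all 48 did. In each comparison DESeq2 gave no adjusted p for 43 transcripts. The same held for edgeR's exact test (10 of 10), the fit of only the groups compared (10 of 10) and summed counts of transcripts with 1 name (14 of 14). Of the settings chosen after seeing the data it held for 1 count in any library other than C (48 of 48), C counts thinned to 33458673 (48 of 48) and C left out (26 of 26). In the simulated data 2-fold changes were called less often than 4-fold ones, and depth was not varied there. For the results below the cause was not tested, except that looser filters test more transcripts, stricter thresholds pass fewer and looser ones more.

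With no filter beyond 1 count, 96701 transcripts were higher in C than in ES3, 98930 were higher in C than in PC and 100183 were higher in zygotic embryos in at least 1 comparison. Of the hub genes 446 were higher in C than in ES3 and 352 in C than in PC, and the green difference was -0.73 and passed. With a filter of CPM above 1 in 3 libraries, 33380 were higher in C than in ES3, 36041 in C than in PC and 36618 in zygotic embryos in any comparison.

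With library size alone, 13982 were higher in ES3 than in C and 1129 lower, the interaction gave 13623 and 1263, ES3 against ES1 gave 2109 and 5610, C against PC gave 2178 and 15301, and 15228 were higher in somatic embryos in any comparison. Of the black module 319 were higher in ES3 than in C and 2 lower. Hub TFs higher in C than in ES3 numbered 2, list members 14, hub genes higher in ES1 than in ES3 522, hub genes higher in C than in PC 112, and hub TFs higher in ES1 than in ES3 27. The blue difference was -1.29 and salmon -0.94, and neither passed. Reversed in ES3 against C were ppt_224322 (1.05), ppt_75169 (0.06) and ppt_75171 (0.14). In plain CPM blue was -1.26 and salmon -0.85, and with the median over transcripts blue was -1.08. None of these passed.

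With the deposited total as library size, chosen after seeing the data, 17531 were higher in ES3 than in C and 846 lower, 1350 were higher in zygotic embryos over all libraries, and the interaction gave 16552 and 849. ES3 against ES1 gave 2119 and 5598, and C against PC gave 1628 and 17269. In zygotic embryos 709 were higher in all 3 comparisons and 18358 in somatic embryos in any. The black module gave 427 and 0 in ES3 against C, hub genes higher in C 173, hub TFs 42 and 1, and list members higher in C 10. Hub genes higher in ES1 than in ES3 numbered 522, hub genes higher in C than in PC 93, and hub TFs higher in ES1 than in ES3 27. Reversed in ES3 against C were ppt_202457 (1.15), ppt_72236 (0.49), ppt_224322 (1.55), ppt_75169 (0.56), ppt_75171 (0.64) and ppt_144498 (0.03). With counts summed by name ppt_231180 was reversed (0.32).

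With no fold threshold, 5920 were higher in PC than in ES1, 6705 in EC than in ES2 and 6157 in C than in ES3. All somatic against all zygotic gave 9387 and 6762, ES3 against ES1 gave 5916 and 5660, and 2018 were higher in zygotic embryos in all 3 comparisons and 11123 in any. Of the black module 17 were higher in PC, 1 in EC, 163 in ES3 and 227 in C. With an adjusted p under 0.01, 4 hub TFs were higher in C than in ES3. With a fold threshold of 4, chosen after seeing the data, the stage comparisons gave 3097 and 1311, 2871 and 1463, and 4609 and 1290, ES3 against ES1 gave 1046 and 1518, and 1404 somatic and 678 zygotic transcripts were shared by all 3 comparisons, 6296 and 2208 by any. With ES1, ES2, PC and EC alone, also chosen later, 3594 were higher in zygotic embryos and the green difference was -1.10 and passed.

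Leaving out 1 library at a time kept 609 of 618 results. Hub TFs higher in ES3 than in ES1 ranged from 3 to 5 (5 without ES1 replicate B or ES3 replicate C), hub TFs higher in C than in ES3 from 5 to 8 (5 without C replicate 2) and black transcripts higher in EC than in ES2 from 0 to 1 (1 without ES2 replicate C). The salmon difference ranged from -1.19 to -0.88 and did not pass without PC replicate 3 or EC replicate 3 (-0.92). The green one ranged from -0.82 to -0.56 and passed without any 1 of the C replicates. Of 1728 values of named transcripts 15 no longer passed, 8 now passed and none was reversed.

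Replicate letters and numbers do not pair the libraries. The correlations of deviations between libraries of the same letter or number ran from -0.43 to 0.42, and 5 of 18 correlated best with their own. With a replicate block, ES3 against ES1 gave 3369 and 3641, and C against PC gave 5783 and 7344. Hub genes gave 155 and 359, and 202 and 732, and hub TFs 3 and 18 in ES3 against ES1. No result of these moved by over 1.5 times.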

Differences from the paper's values

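The counts of differentially expressed genes stand at the thresholds of the methods, read as a log2 fold change above 1. For genes higher in PC than in ES1 the paper gives 1584 and the value here is 3126. None of the 16 alternatives set before the data were examined comes within 1.5 times, and they range from 2741 to 5920. For genes higher in EC than in ES2 the paper gives 1772 and the value here is 3858, and none of the 16 alternatives comes within that range (3439 to 6705). For genes higher in C than in ES3 the paper gives 1642 and the value here is 3501. Library size alone gives 1129, which is within the range, and the other 15 do not. For genes higher in ES1 than in PC the paper gives 3288 and the value here is 5589, with none of 16 within range (4962 to 7494). For genes higher in ES2 than in EC the paper gives 3097 and the value here is 5251, and library size alone, at 4312, is within range while the other 15 are not. Genes higher in somatic embryos in all 3 comparisons number about 1500 in Fig. 2, read by eye, and 2551 here. Of 26 alternatives only an adjusted p under 0.01 comes within range. The legend of Figure 2 gives a fold change above 2, which read on the log2 scale is a fold of 4. With that threshold, chosen after seeing the values, the counts were 1311, 1463 and 1290 for zygotic and 3097, 2871 and 4609 for somatic embryos, 1404 in all 3 comparisons, all within 1.5 times the paper's. How many of the paper's own called genes that setting drops was not counted, since the paper's lists of called genes were not used here.

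The black module's mean expression in C is about 52 CPM in Fig. 3A, read by eye, and 180 ± 8.57 CPM here (SD, n = 3). Of 6 alternatives library size alone and plain CPM come within range, and the other 4 do not. In plain CPM over all 685 transcripts the mean in C was 52.2 ± 2 CPM, the paper's value. The methods state scaling by CPM, so the difference lies in the TMM scaling of C used here.

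The paper places turquoise among modules higher in somatic embryos. Of its 172 hub genes above the filter, 22, 42 and 5 were higher in ES1, ES2 and ES3 and 105, 94 and 129 lower. For purple it states a negative relation to somatic and a positive one to zygotic stages, and elsewhere that its genes are overrepresented in somatic embryos. Its hub genes here were higher in somatic embryos by 1.90 on the log2 scale, the direction of the latter statement. For gray60 it states a positive relation to somatic stages, and the 3 hub genes had no count in somatic embryos. The table labels them GREY60, GREY61 and GREY62, and reading all as gray60 is an assumption. For green and pink it states a negative relation to zygotic stages, and for pink elsewhere that its genes are underrepresented in somatic embryos, the direction found here. All 42 pink hub genes were higher in zygotic embryos here, and of 100 green ones 50 were higher in PC than in ES1 and 93 in EC than in ES2, while the green difference over all libraries, -0.66, did not pass. For brown, tan, black, greenyellow, red and lightgreen the direction of the hub genes was that of the correlation the paper states. The paper also states that modules such as red, tan and gray60 change from over- to underrepresented or the reverse during somatic development. All 32 red hub genes and the 3 of gray60 were lower in somatic embryos at each stage here, and 5 and 8 of 11 tan ones were higher in ES1 and ES3. It places black higher in somatic embryos at each stage. With TMM the full module gave 97 higher and 135 lower in ES3 against C, with a difference of 0.76 over all libraries (exact permutation test, p = 0.0888). In plain CPM its mean was 102 in ES3 and 52.2 in C, the direction the paper gives. Library size alone gave 319 higher and 2 lower, and the deposited totals gave 427 and 0. The paper states that expression of the network's TFs increased during somatic development. Over the 55 hub TFs measured, 3 rose from ES1 to ES3 and 17 fell, and which TFs the network holds was not taken from the figure. A NAC protein of the black module and MYB30 are among those that rose. The paper names a B-ARR protein as main regulator, and the highest count of either B-ARR transcript in a library was 23. The methods state a filter of 2 CPM in 6 samples, and 1411 of the 1657 hub genes pass it here, while 234 turquoise ones do not. Over all hub genes, 5 had no count outside C and at most 39 counts in a C library.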

Other observations

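Of 4 transcripts encoded in organelles, the large subunit of Rubisco (ppt_220354) and photosystem I protein A2 (ppt_188769) were higher in somatic embryos at the first and second stages. Rubisco was at 4.68 ± 0.596 CPM (SD, n = 3) in ES1 and 0.104 ± 0.18 CPM in PC, a log2 fold change of 5.53 (standard error 1.23, adjusted p = 0.00124 from edgeR). Photosystem I protein A2 had log2 fold changes of 1.80, 2.15 and 2.62 in the 3 stage comparisons (standard errors 0.40, 0.41 and 0.43, adjusted p = 0.00129, 0.000312 and 5.7e-05). The mitochondrial transcripts, NADH-ubiquinone oxidoreductase chain 1 (ppt_145809) and cytochrome c oxidase subunit 3 (ppt_220254), did not pass in any of them. Over all somatic against all zygotic libraries both were lower, with log2 fold changes of -1.57 and -1.32 (standard errors 0.51 and 0.46, adjusted p = 0.0117 and 0.0188). Subunit 3 was at 10.2 ± 4.18 CPM in ES1 and 28.7 ± 20.5 CPM in PC.

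Within the defense lists, thaumatin-like protein L6 (ppt_53320) was at 55.2 ± 1.37 CPM (SD, n = 3) in ES1 and 97.2 ± 42.7 CPM in ES3, at least 2360-fold above C, where it was at 0. A disease resistance protein (ppt_222098) was higher in somatic embryos at each stage, with log2 fold changes of 4.21, 3.12 and 3.38 (standard errors 0.35, 0.34 and 0.36, adjusted p = 9.29e-08, 1.5e-06 and 6.95e-07 from edgeR). Most NBS-LRR transcripts went the other way at the second stage, where 35 of 40 were lower in ES2 than in EC. In ES3 against C 23 of the 40 were higher and 3 lower. A polygalacturonase (ppt_121485), which cleaves pectin, was at 15.1 ± 5.26 CPM in ES3 and 0.0296 ± 0.0513 CPM in C.

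The test below was planned before its result was seen, and the limit over runs was added after. In each somatic library 53 transcripts lay at 10 CPM or above while below 1 CPM in each zygotic library, and 54 showed the opposite. Of these, 47 and 22 are hub genes, and 20 and 6 have a protein name. A hypothesis was that they are alleles of the somatic line and of the orchard seeds assembled as separate transcripts, which would put opposite transcripts under close identifiers. Of the 53, 0% had one within 5 identifiers, against a mean of 0.485% and at most 9.43% in 1000 random sets. The 53 form 26 runs of close identifiers, and for 0 of 26 the 95% Clopper-Pearson upper limit is 13.2%. Neighboring identifiers do tend to be related, as 76.2% of 583 neighbors shared a protein name against 0.23% of random pairs. This argues against allele pairs under close identifiers, while alleles placed elsewhere and genes present in 1 genotype alone stay open, since embryo type and genotype go together.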
